# Maternal nutrition induces gene expression changes in fetal muscle and adipose tissues in sheep

**DOI:** 10.1186/1471-2164-15-1034

**Published:** 2014-11-28

**Authors:** Francisco Peñagaricano, Xin Wang, Guilherme JM Rosa, Amy E Radunz, Hasan Khatib

**Keywords:** Maternal nutrition, Transcriptome analysis, RNA-sequencing, Fetal programming, Sheep

## Abstract

**Background:**

Maternal nutrition during different stages of pregnancy can induce significant changes in the structure, physiology, and metabolism of the offspring. These changes could have important implications on food animal production especially if these perturbations impact muscle and adipose tissue development. Here, we evaluated the impact of different maternal isoenergetic diets, alfalfa haylage (HY; fiber), corn (CN; starch), and dried corn distillers grains (DG; fiber plus protein plus fat), on the transcriptome of fetal muscle and adipose tissues in sheep.

**Results:**

Prepartum diets were associated with notable gene expression changes in fetal tissues. In longissimus dorsi muscle, a total of 224 and 823 genes showed differential expression (FDR ≤0.05) in fetuses derived from DG vs. CN and HY vs. CN maternal diets, respectively. Several of these significant genes affected myogenesis and muscle differentiation. In subcutaneous and perirenal adipose tissues, 745 and 208 genes were differentially expressed (FDR ≤0.05), respectively, between CN and DG diets. Many of these genes are involved in adipogenesis, lipogenesis, and adipose tissue development. Pathway analysis revealed that several GO terms and KEGG pathways were enriched (FDR ≤0.05) with differentially expressed genes associated with tissue and organ development, chromatin biology, and different metabolic processes.

**Conclusions:**

These findings provide evidence that maternal nutrition during pregnancy can alter the programming of fetal muscle and fat tissues in sheep. The ramifications of the observed gene expression changes, in terms of postnatal growth, body composition, and meat quality of the offspring, warrant future investigation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1034) contains supplementary material, which is available to authorized users.

## Background

Fetal developmental programming describes the process whereby a maternal stimulus or insult during a critical period of development has lasting or lifelong consequences [1]. Maternal nutrition is considered a major intrauterine environmental factor in fetal development. In fact, it is well established that maternal nutrition during different stages of pregnancy can induce permanent changes in the structure, physiology, and metabolism of the offspring [2, 3]. Epidemiological studies in humans have shown that nutrient restriction during gestation increases the incidence of postnatal disorders, including obesity and coronary heart disease [4, 5]. In addition, experimental studies using rodent models have shown that both maternal undernutrition and overnutrition have significant effects on fetal development with long term implications. For instance, maternal dietary restriction leads to delayed postnatal growth and elevated blood pressure of offspring [6]. Restriction of maternal protein intake throughout gestation resulted in decreased birth weight, perturbations to renin-angiotensin homeostasis, kidney disorders, and adult hypertension [7]. Maternal high-fat over-feeding during pregnancy resulted in several disorders in the offspring, including abnormal glucose homeostasis, abnormal serum lipid profiles, and increased adiposity [8]. Overall, these studies are consistent with the idea that maternal nutrition during pregnancy can induce remarkable effects on fetal development, which in turn may predispose the offspring to metabolic, endocrine, and cardiovascular disorders in postnatal life.

Postnatal effects of maternal nutrition on growth, productivity, and reproduction of the offspring could have important implications in the livestock industry. Indeed, evidence suggests that maternal nutrient intake can alter subsequent growth, skeletal muscle development, body composition, and energy metabolism in early postnatal life of offspring in livestock species [9, 10]. Different prepartum maternal energy sources fed during late gestation in beef cattle resulted in changes in birth weight and postnatal muscle and fat deposition in progeny [11–14]. Similarly, prepartum diets during mid to late gestation in sheep had significant effects on postnatal carcass composition in terms of both fat and muscle deposition [15]. Dietary components, such as protein content or fat supplementation, have been associated with alterations in the offspring performance. Maternal protein supplementation during late gestation has been positively associated with postnatal growth and adipose deposition in steers (male progeny), and also postweaning body weight and fertility in heifers (female progeny) in beef cattle [16, 17]. Fat supplementation in gestating ewes increased cold tolerance and improved survival of their lambs [18]. Maternal energy sources, such as starch or fiber, may also impact fetal development and subsequent performance of the offspring. Maternal starch-based diets in cattle have been associated with greater calf birth weights compared with fiber-based prepartum diets [19, 20]. Therefore, these studies in livestock species clearly show that prepartum diets can affect the performance of the offspring, including postnatal growth, body composition, and carcass weight and may have significant implications in food animal production.

Fetal programming of skeletal muscle and adipose tissue development may have substantial effects on economic viability of livestock enterprises through impacts on efficiency of production and product quality. Skeletal muscle mass is largely determined by the number and the size of muscle fibers. Muscle fibers are formed exclusively during the prenatal stage, especially from early to mid-gestation, and there is no further net increase in the number of these fibers after birth [21]. In contrast, the size of muscle fibers depends on satellite cells which proliferate, synthesize myofibrillar proteins, and fuse with existing muscle fibers to increase muscle fiber size which starts to occur in late gestation and continues in postnatal development [21]. Therefore, programming of muscle tissue during fetal development which could lead to a lesser number and smaller size of muscle fibers would reduce muscle mass and have negative effects on efficiency of animal production [21, 22]. Studies in sheep have shown that maternal undernutrition in early gestation mainly affects fetal muscle fiber number while inadequate nutrition during late gestation impacts fetal muscle fiber size [23–25]. The majority of fetal adipose tissue is developed during the final third of gestation, and it is now well established that maternal nutrition plays a key role in its development [26]. In fact, both maternal undernutrition and overnutrition can result in the long-term programming of adipose tissue abundance and function [27, 28]. Ovine studies have shown that maternal nutrient restriction during early to mid-gestation, coincident with the period of maximal placental growth, results in increased perirenal adipose tissues at birth [29]. Conversely, maternal undernutrition during late gestation, which is coincident with the period of maximal fetal growth, results in reduced adiposity in the offspring [29]. Furthermore, overnutrition during late pregnancy induces overexpression of genes regulating adipogenesis and lipogenesis in fetal perirenal fat tissue in sheep, which in turn may result in increased adiposity in later life [30]. These studies show that maternal nutrition can alter the composition and abundance of fetal skeletal muscle and fat depots that may affect livestock production.

Previous studies have reported the effects of maternal nutrition on fetal development in livestock species, including fetal programming of muscle and fat tissues, using extreme undernutrition or overnutrition conditions. Few studies have evaluated the possible impact of subtle differences in maternal diets, such as different energy sources or subtle differences in protein content, on the overall expression of the fetal genome. Maternal diets containing different energy sources, such as starch, fiber or fat, or showing subtle differences in protein content, may alter fetal development in livestock species to have long term implications in food animal production. We have previously reported that maternal diets differing in fat and protein content alter postnatal growth traits in cattle and sheep [11, 15, 31]. The mechanisms, however, by which these diets affect muscle and fat tissues are not known. Additionally, our recent study has shown that the expression of imprinted genes in fetal tissues was influenced by maternal diets that differed in energy sources [32], but genome-wide expression differences have not yet been explored. As such, the objective of this study was to investigate the impact of different maternal dietary feed sources during mid-to-late gestation on the transcriptome of fetal muscle and adipose tissues in sheep.

## Methods

### Ethics statement

The College of Agriculture and Life Sciences Animal Care and Use Committee of the University of Wisconsin-Madison approved the procedures used in this study.

### Animals, experimental design, and maternal diets

Multiparous Polypay ewes were used in a completely randomized design to evaluate the effect of different maternal diets during mid-to-late gestation on the transcriptome of different fetal tissues. Ewes were naturally bred to a single sire and from days 67 ± 3 of gestation until necropsy (days 130 ± 1), they were individually fed one of three diets where the primary energy source was alfalfa haylage (HY; fiber), corn (CN; starch), or dried corn distillers grains (DG; fiber, protein and fat). These diets were formulated to meet nutritional requirements of the ewes during these stages of production. Table 1 shows the daily nutrient intake of the ewes by dietary treatment during the experiment. Intake of CN and DG diets was limited to achieve isoenergetic intake among dietary treatments relative to an ad libitum intake of HY, and intake of CN and DG diets was adjusted to achieve similar body weight gains of ewes from days 67 to days 130 of gestation.

**Table 1:** **Daily nutrient intake of ewes from days 67 to 130 of gestation on a dry matter basis**

	Diets		
Item	HY	CN	DG
DMI, kg/d	2.03	1.17	1.18
Alfalfa haylage	2.03	0.14	0.17
Corn	-	0.80	-
DDGS	-	-	0.77
Supplement	-	0.23	0.24
***Nutrient intake***			
Crude protein (g/d)	383.26	130.63	309.84
NDF (g/d)	940.10	198.82	508.16
Crude fat (g/d)	85.97	84.94	114.02

Diets fed to dams: **HY** = ad libitum fed alfalfa haylage; **CN** = limit-fed whole shell corn;

**DG** = limit-fed corn dried distiller’s grains (adapted from Lan et al. [32]).

### Tissue collection

Ewes were necropsied on day 130 ± 1 of gestation. A total of 26 fetuses were removed from 15 dams. From the fetuses three different tissues were collected including one muscle, longissimus dorsi muscle from the left side of the fetus, and two adipose tissues, perirenal adipose depot and subcutaneous adipose depot near the shoulder blade. These tissues were immediately frozen at -80°C until RNA extraction was performed.

### RNA extraction and preparation of pooled samples

Total RNA was extracted from tissue samples using the RNeasy Mini kit (QIAGEN, Valencia, CA, USA) and then treated with DNase-free DNase Set (QIAGEN) to avoid genomic DNA amplification. Concentrations and OD_260/280_ ratios of RNA samples were measured with the Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Montchanin, DE).

The RNA samples from the 26 fetuses were pooled to generate four biological replicates per maternal diet and tissue. In particular, per each diet and tissue, two RNA pools were created from male fetuses and two RNA pools were created from female fetuses. The description of the pools including number of fetuses and dams can be found in Additional file 1.

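Counted from Additional file 1, the 4 pools of CN held RNA from 9 fetuses of 5 dams, those of DG RNA from 8 fetuses of 5 dams and those of HY RNA from 9 fetuses of 5 dams, with 1 to 3 fetuses per pool. Of the 15 dams, 8 had fetuses in more than 1 pool, so some pools of the same diet share a mother. The list gives one set of 12 pools, taken here to hold for all 3 tissues. Pools of the same diet and tissue were compared before they were treated as replicates. In each of the 54 pairs of such libraries, the counts differed by far more than sampling noise, with a chi-square per degree of freedom over loci between 11.3 and 336.6. Separately prepared libraries would differ in this way in any case, so the check only speaks against copied libraries. It does not address pools that share a mother. Each library was counted as a separate replicate.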

### Library generation and RNA sequencing

A total of 50 ng of RNA from each pool was used to prepare sequencing libraries following Illumina’s mRNA-Seq protocol. Libraries were sequenced with Illumina’s HiSeq 2000 at the Biotechnology Center in the University of Wisconsin-Madison. The 36 libraries (i.e., 12 libraries per tissue, three tissues in total) were barcoded, multiplexed, and then sequenced. A read was defined as a 100 bp cDNA fragment sequenced from a single end. Approximately 30 million reads were sequenced from each library.

### Mapping reads to the reference genome

Raw sequence reads were mapped directly to the reference sheep genome (Oar_v3.1) using the software package Tophat (v2.0.4) [33]. A two-step approach was used in order to maximize sensitivity to splice junction discovery: the first alignment was performed in each of the samples independently, and then novel splice junctions plus known splice junctions from Ensembl annotation were combined and supplied to Tophat for a second alignment. This approach allows for full utilization of the novel junctions identified in the samples. A maximum of two mismatches were allowed and reads that mapped equally well to more than 40 genomic locations were discarded.

### Assembly of transcripts and estimation of abundance

The resulting alignments were used to reconstruct transcript models using the software package Cufflinks (v2.1.1) [34]. This program constructs a parsimonious set of transcript models that best explain the read alignments observed in the samples. In addition, the tool cuffmerge was used for merging together each of the assemblies with the reference sheep annotation file in order to combine novel transcripts with known annotated transcripts. This strategy maximizes the overall quality of the final assembly. Finally, abundances of transcripts were scaled via the median of the geometric means of fragment counts across all libraries (as described in [35]) and corrected for sequence bias [36] in order to improve expression estimates.

### Overall gene expression analysis

Differentially expressed genes were detected using Cuffdiff, a companion tool of Cufflinks. Cuffdiff performs differential analysis at both gene and transcript-level resolution and controls for both variability across replicates and uncertainty in abundance expression estimates caused by ambiguously mapped reads [37]. In addition, Cuffdiff controls for cross-replicate variability and also read-mapping ambiguity by using a model for fragment counts based on the beta negative binomial distribution [37]. Here, the analyses were performed using the default settings for all parameters. Finally, to account for multiple hypothesis testing and control the false discovery rate, *P*-values reported by Cuffdiff were corrected using the Benjamini-Hochberg procedure [38].

### Validation of differentially expressed genes

Four genes that showed significant differential expression between CN and DG in subcutaneous adipose depot tissue were chosen for validation of the RNA-Seq results: ankyrin repeat domain 1 (*ANKRD1*, also known as *CARP*), kringle containing transmembrane protein 1 (*KREMEN1*), muscle-related coiled-coil protein (*MURC*), and synaptopodin 2-like (*SYNPO2L*). The RNA samples used for RNA-Seq were used here for validation of differential expression. A total of 1 μg RNA from each sample was used to synthesize cDNA using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA) following the manufacturer’s instructions. Quantitative real-time PCR (qRT-PCR) was used to estimate the fold change in expression between treatments. The ribosomal protein L19 (RPL19) gene was chosen as internal control because of its stable expression across samples. All samples were run in triplicates in the ECO real-time PCR system (Illumina, San Diego, CA) using iQSYBR Green Supermix (Bio-Rad Laboratories, CA). Primers were designed to cross exon-exon junctions to minimize the potential of amplifying genomic DNA and are shown in Table 2. The relative gene expression values were calculated using the 2^-ΔΔCt^ method [39].

**Table 2:** **Primers used for the validation of gene expression**

Gene	Primer sequence 5’ → 3’	Amplicon size (bp)
*ANKRD1*	F: GTATCTCCTTCCGGTCTTTGG	117
	R: CGCGATAATTGCTCAGCAC	
*KREMEN1*	F: GATGGCAGGGTCATCATCTTC	67
	R: GAGGTCATGGCCGAGTAATTC	
*MURC*	F: CCTCTGGACTCTCAATCAAGC	93
	R: AACAAATTCCGTGTGGTCAT	
*PRL19*	F: CAACTCCCGCCAGCAGAT	76
	R: CCGGGAATGGACAGTCACA	
*SYNPO2L*	F: CTGTGCGACCGCCACCCT	115
	R: GTGTTTCAGGGATTCCAGC	

### Gene set enrichment analysis

The significant enrichment of Gene Ontology (GO) terms and KEGG pathways with genes differentially expressed between maternal diets was analyzed using Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution [40]. For each comparison of interest, genes that showed a FDR ≤0.20 and had ENSEMBL annotations were tested against the background set of all genes with ENSEMBL annotations. The procedure proposed by Benjamini and Hochberg [38] was applied in order to account for multiple testing. Functional categories with FDR ≤0.05 were considered significant. These analyses were performed using the procedure FatiGO [41], implemented on the platform Babelomics [42], and using the Bioconductor packages *org.Bt.eg.db*, *GO.db*, and *KEGG.db* that are available in the R language/environment.

## Results

### Sequencing of the transcriptome of different fetal sheep tissues

To assess the effects of three different maternal diets on the transcriptome of three different fetal tissues in sheep, a total of 36 pooled samples (12 pooled samples per tissue with 4 biological replicates per diet) were analyzed using RNA-sequencing. 

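The data consist of 36 RNA-seq libraries, 12 for each of longissimus dorsi muscle, subcutaneous adipose tissue and perirenal adipose tissue, with 4 pools per maternal diet in each tissue (2 pools of female and 2 of male fetuses). The dams were fed alfalfa haylage (HY), whole shell corn (CN) or dried distillers grains (DG), which remain after corn is fermented to ethanol. The sample labels call the HY diet hay, and the paper's term is used here. The paper's Table 1 gives a daily crude protein intake of 130.63 g on CN, 309.84 g on DG and 383.26 g on HY, and a crude fat intake of 84.94 g, 114.02 g and 85.97 g. The authors deposited the number of reads counted on each locus of an assembly made per tissue with Cufflinks and merged with the sheep annotation on Oar_v3.1, without normalization. The tool that made these counts is not named in the paper. The muscle files list 34958 loci, the subcutaneous files 34246 and the perirenal files 35060, of which 25872, 25614 and 25658 carry a gene name. In muscle, total counts per pool were between 13749762 and 19387181 in CN (median 16435537), between 20370147 and 29625146 in DG (median 22158265) and between 19071024 and 22831074 in HY (median 21015602). The ratio of mean totals of DG to CN muscle pools was 1.43 (exact permutation test, p = 0.0286, n = 4 pools per diet) and that of HY to CN was 1.27 (exact permutation test, p = 0.0571). In subcutaneous adipose tissue, totals ranged from 6705766 to 18220713 in CN (median 11087020), from 9416187 to 20272024 in DG (median 16214094) and from 9658737 to 17686701 in HY (median 12035986). Perirenal pools had 9251587 to 12811146 counts in CN (median 11273361), 7802700 to 15913813 in DG (median 10560682) and 8577157 to 12542222 in HY (median 10776612). Within each tissue, counts were scaled by edgeR's TMM method and loci with too few counts were removed by edgeR's own filter. The 3 diets were then compared pairwise by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the spread estimated from all 12 pools. No covariate entered the main fit, as in the paper. The labels give the pools of every diet the same numbers (F1, F2, M1 and M2), and a second fit took these numbers as a block, which also separates the sexes. Additional file 1 lists no dam under more than 1 diet, so no pairing beyond sex is known for these numbers. Pools with the same number deviated from their diet means with a mean correlation of −0.0458 in muscle, 0.191 in subcutaneous and 0.0546 in perirenal adipose tissue. Pools with different numbers gave 0.0175, −0.0677 and −0.0181 (12 and 36 pairs of pools per tissue, correlations across genes). Choices that could change the numbers of genes are this block, the test, the normalization and which pools enter the fit. With 4 pools per diet, an exact permutation test of 1 gene, made here on log2 CPM, cannot give a p below 0.029.

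**Figure D1:**
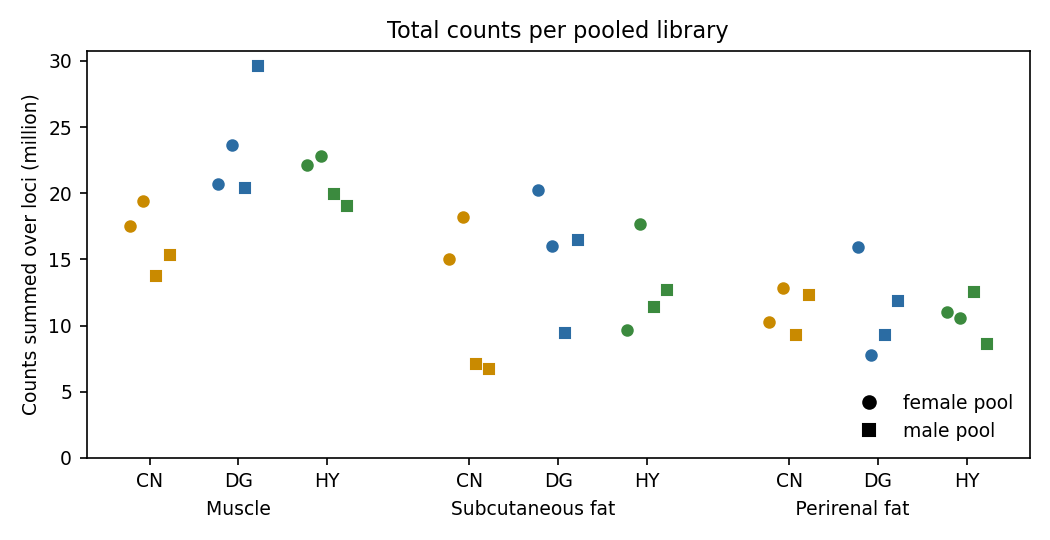
Total counts per pooled library (vertical axis), for the 3 maternal diets in each fetal tissue, with circles for female and squares for male pools. Muscle libraries reach 29625146 counts, and the CN muscle pools lie at or below 19387181; perirenal libraries lie between 7802700 and 15913813.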

Additional file 2 shows the results of the alignment of the sequencing reads to the sheep reference genome. 

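The 36 libraries held between 6705766 and 29625146 counts on loci, with a median of 14406914, and these are the totals the values beside each comparison rest on. The paper's Additional file 2 lists between 23362669 and 46662154 reads per library before alignment. The median total was 20143802 counts in muscle, 13881270 in subcutaneous and 10776612 in perirenal adipose tissue.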

Approximately, 30 million reads were sequenced for each sample. Sequencing reads were aligned against the recent ovine reference genome (Oar_v3.1) using the software package Tophat. On average, 83% of the total reads were successfully mapped by allowing no more than two mismatches and restricting the alignments to at most 40 genomic locations (Additional file 2). 

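The paper's Additional file 2 gives mapped shares between 75.2% and 88.6%, with a mean of 83.87% over the 36 libraries. Of the reads listed there as mapped, the counts in the files amount to 65.53% to 76.34% in muscle, 29.56% to 68.21% in subcutaneous and 31.59% to 51.85% in perirenal adipose tissue. The share that reached the count tables thus varied more between adipose pools than between muscle pools. In muscle it also differed by diet, at 65.5% to 71.7% in CN, 70.7% to 76.3% in DG and 72.2% to 74.7% in HY. How reads mapped to several locations entered these counts is not stated in the paper, and the alignments themselves were not analysed here.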

Among the aligned reads, approximately 86% and 65% were mapped to unique genomic regions in muscle and adipose tissues, respectively. Sequencing data can be accessed by GEO with the accession number GSE62938.

### Differential gene expression in longissimus dorsi muscle tissue

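In muscle, 18573 of the 34958 loci had enough counts to be tested, by a filter that asks for about 10 counts in at least as many pools as a diet has. Genes are named as the files name them at each locus.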

A total of 18,393 genes were tested for differential expression between maternal diets in fetal longissimus dorsi muscle tissue. Marked differences in gene expression were found between CN diet and the other two maternal diets. 

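In the 12 muscle pools, 188 genes differed between CN and DG and 500 between CN and HY at FDR ≤0.05 by edgeR's quasi-likelihood test (n = 4 pools per diet), while none differed between DG and HY. At FDR ≤0.01 these numbers were 11, 34 and 0. Genes at FDR ≤0.05 were ranked by change if they had a symbol, a mean of at least 50 counts and pools completely separated between the diets. Among these, the 3 with the largest change from CN to DG were RPL13A, SCAND1 and ALDH4A1. ALDH4A1, at locus XLOC_015064 on chromosome 2 of Oar_v3.1 from 246601951 to 246621836, encodes an enzyme of proline breakdown. It had 3.931 ± 0.4664 CPM in CN and 13.52 ± 2.338 CPM in DG (SD, n = 4), a log2 fold change of 1.78 (standard error 0.182, FDR 0.00227 by edgeR). SCAND1 (XLOC_007513, chromosome 13 from 64660521 to 64661061) rose from 0.4783 ± 0.505 to 4.094 ± 2.375 CPM, with a log2 fold change of 3.06 (standard error 0.562, FDR 0.0218 by edgeR). RPL13A (XLOC_031594, chromosome 9 from 29595378 to 29617073) had log2 fold changes of 3.208 in DG and 2.024 in HY over CN (standard errors 0.421 and 0.415). Reads of this ribosomal protein gene may be split among near-identical copies, so its values are uncertain. Between CN and HY, RBM38 had a log2 fold change of 1.932 (standard error 0.325, FDR 0.0129 by edgeR) and SYNPO2 one of 1.885 (standard error 0.313, FDR 0.0123 by edgeR). These 5 genes were selected for complete separation of the pools, so their separation is no further evidence. The paper takes the larger numbers of genes in the comparisons with CN as evidence that this diet set fetal muscle apart from the other diets.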

Controlling FDR at 0.05, a total of 224, 823 and 29 genes showed differential expression between CN vs. DG, CN vs. HY, and DG vs. HY, respectively (Figure 1A). 

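Fitted to the deposited counts, edgeR's quasi-likelihood test gave 188, 500 and 0 genes at FDR ≤0.05 for CN vs. DG, CN vs. HY and DG vs. HY, out of 18573 tested. With the replicate numbers of the labels as a block, the counts were 132, 255 and 0. Muscle pools with the same number did not deviate together (mean correlation −0.0458, against 0.0175 for different numbers). The result also depended on single pools. Across the 8 fits that each left out one pool, CN vs. DG gave between 22 and 339 genes and CN vs. HY between 39 and 1275. Fitting only the 8 pools of the diets compared left 9 genes for CN vs. DG and 367 for CN vs. HY. With DESeq2 in place of edgeR, CN vs. DG gave 709 genes and CN vs. HY 1417, the largest increase.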

Notably, the expression of most of these genes was decreased by maternal CN diet. In particular, 168 out of 224 genes, and 600 out of 823 genes showed higher expression in fetuses from DG and HY compared with those derived from CN diet, respectively (Figure 1A). 

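Of the 188 genes at FDR ≤0.05 between CN and DG, 181 were higher in DG and 7 were higher in CN. Between CN and HY, 454 of 500 were higher in HY and 46 were higher in CN. At FDR ≤0.20, where more genes enter, 1012 of 1312 were higher in DG and 1915 of 2974 were higher in HY.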

Maternal diets DG and HY induced a very similar pattern of gene expression in fetal muscle; indeed, only 29 genes showed differential expression at a FDR ≤0.05 between these two diets and none of them were significant at a FDR ≤0.01.

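No gene passed FDR ≤0.05, FDR ≤0.01 or even FDR ≤0.20 between DG and HY in the main fit of the 12 muscle pools. The likelihood-ratio test of edgeR, which moved this result most, gave 3 genes at FDR ≤0.05 and 1 at FDR ≤0.01. The block by replicate number left it at 0 genes (mean correlation of same-numbered pools −0.0458 against 0.0175). Fits that each left out one pool gave at most 1 gene. With 4 pools per diet, smaller differences are not detectable at this depth of 19071024 to 29625146 counts per pool. The paper reasons from the small number of genes that these diets induced a similar pattern of expression.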

**Figure 1:**
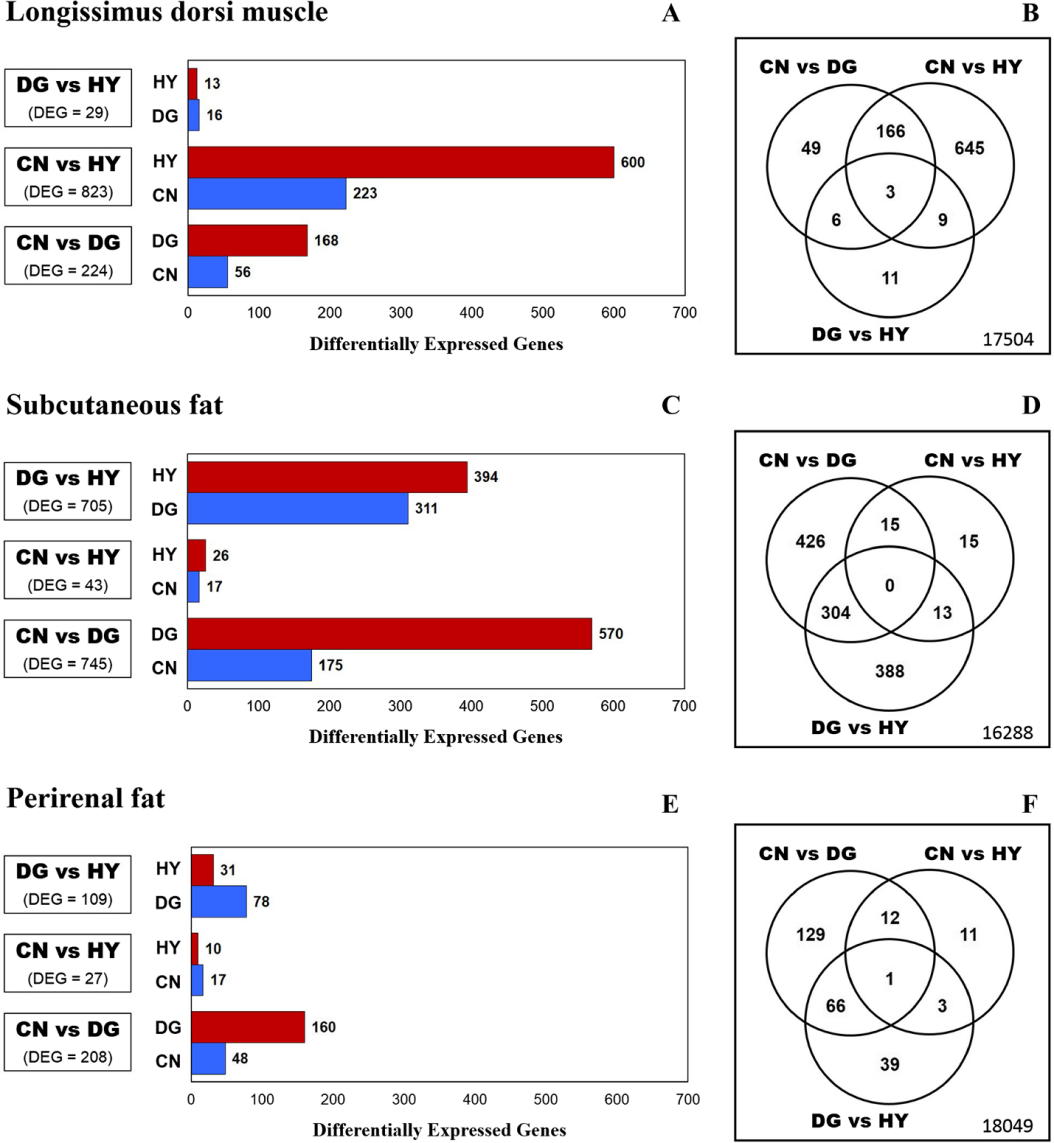
**Comparison of overall gene expression between maternal diets in three different fetal tissues.** Fetal tissues: *longissimus dorsi* **(A-B)**, *subcutaneous adipose depot* **(C-D)**, and *perirenal adipose depot* **(E-F)**. Diets fed to dams: **HY** = ad libitum fed alfalfa haylage; **CN** = limit-fed whole shell corn; **DG** = limit-fed corn dried distillers grains. The bar graphs show the number of genes up-regulated in each diet for each of the three pairwise comparisons. The Venn diagrams show the overlap between genes that showed significant differential expression in each of the three pairwise comparisons.

Figure 1B shows the overlap between genes that were differentially expressed in each of the three pairwise comparisons. 

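Counted over the same fit, 157 genes passed FDR ≤0.05 in both CN vs. DG and CN vs. HY and moved the same way, 155 of them lower in CN and 2 higher. With the replicate block, whose pairing is taken from the labels, 102 were shared (mean correlation of muscle pools with the same number −0.0458, with different numbers 0.0175). The fits without one pool gave 21 to 311 shared genes, and the fits of the compared diets alone left 9. Both comparisons use the same CN pools, so the overlap is not independent evidence from separate groups.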

Interestingly, a total of 166 genes differed simultaneously between CN diet and the other two maternal diets. 

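Of the muscle genes the paper lists for development, differentiation and the sarcomere, 17 have a locus by that name in the files, and all 17 had a higher mean in DG and in HY than in CN. Of these, 8 passed FDR ≤0.05 in both comparisons, namely AXIN1, EPN1, EPN2, GNA12, WDTC1, BCL9L, HIRA and MYOD1. Another 4 passed in 1 comparison, and ANKRD11, MBD3, SGCA, TRIM72 and TCAP passed in neither. Among the developmental genes, EPN1 (XLOC_009144, chromosome 14 from 59131689 to 59139037) had 6.595 ± 1.684 CPM in CN, 19.65 ± 5.364 in DG and 15.05 ± 2.89 in HY (SD, n = 4 pools). Its log2 fold changes over CN were 1.57 (standard error 0.227, FDR 0.0108 by edgeR) in DG and 1.186 (standard error 0.227, FDR 0.0202 by edgeR) in HY. WDTC1 reached a log2 fold change of 1.859 in HY (standard error 0.298, FDR 0.011 by edgeR) and GNA12 one of 1.132 (standard error 0.157, FDR 0.0087 by edgeR). ANKRD11 was 22.93 ± 3.222 CPM in CN and 39.69 ± 17.74 in DG, a log2 fold change of 0.7913 (standard error 0.252, FDR 0.155 by edgeR). Leaving out single pools moved these calls, with 1 to 9 of the 17 genes at FDR ≤0.05 for DG and 2 to 12 for HY, against 8 and 12 in the main fit. Fitting the compared diets only left 0 and 10, while DESeq2 gave 12 and 13. With the block by replicate number, 7 and 10 passed (same-numbered muscle pools correlated at −0.0458, others at 0.0175).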

Many of these genes are directly involved in embryonic and fetal development [e.g., ankyrin repeat domain 11 (*ANKRD11*), axin 1 (*AXIN1*), epsin 1 (*EPN1*), epsin 2 (*EPN2*), guanine nucleotide binding protein (G protein) alpha 12 (*GNA12*), methyl-CpG binding domain protein 3 (*MBD3*), WD and tetratricopeptide repeats 1 (*WDTC1*)], skeletal muscle cell and tissue differentiation [e.g., ankyrin repeat domain 1 (*ANKRD1*), B cell CLL/lymphoma 9-like (*BCL9L*), histone cell cycle regulator (*HIRA*), myogenic differentiation 1 (*MYOD1*), sarcoglycan alpha (*SGCA*), tripartite motif containing 72, E3 ubiquitin protein ligase (*TRIM72*)], and muscle myosin complex and sarcomere organization [e.g., myosin, heavy chain 13, skeletal muscle (*MYH13*), nebulin-related anchoring protein (*NRAP*), parvin beta (*PARVB*), synaptopodin 2-like (*SYNPO2L*), titin-cap (*TCAP*)]. 

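The log2 fold changes of the 17 muscle genes lay between 0.3432 and 1.836 for DG over CN and between 0.2899 and 1.968 for HY over CN, all above 0. Adjusted p-values of edgeR's quasi-likelihood test ranged from an FDR of 0.0108 to 0.361 and from 0.0087 to 0.326. In 11 of the 17 genes every DG pool lay above every CN pool, and in 12 every HY pool did. No setting reversed the direction of any of these genes. From the lower values in CN, the paper reasons that the corn diet reduced the expression of genes of development and muscle differentiation.

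**Figure D2:**
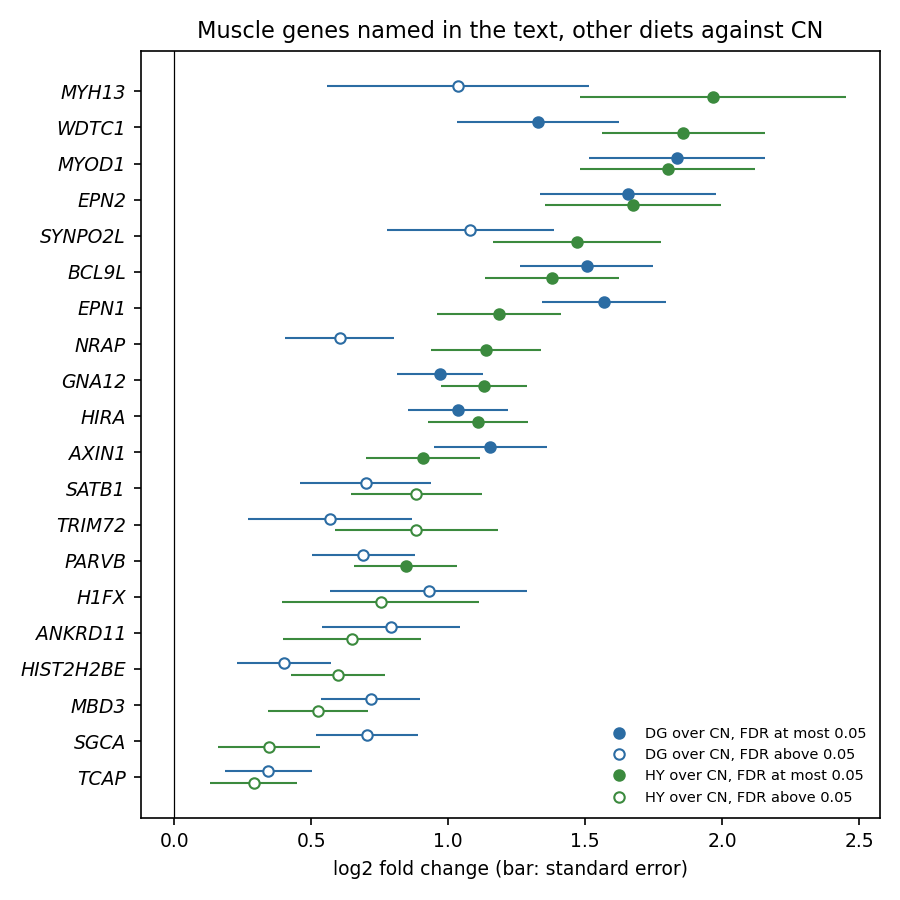
log2 fold change over CN (horizontal axis) of 20 muscle genes, the 17 listed here and 3 chromatin genes named elsewhere in the paper, in blue for DG and green for HY, with bars for the standard error and filled points for FDR ≤0.05. All points lie right of 0, from 0.2899 for TCAP to 1.968 for MYH13, and 8 of the blue and 12 of the green points are filled.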

Importantly, the expression of all these genes was decreased in fetuses derived from dams fed CN diet (FDR ≤0.05).

To gain insight into the biological processes that could be regulated differentially between maternal diets, we performed a gene set enrichment analysis. Many functional categories that were significantly enriched (FDR ≤0.05) with differentially expressed genes were detected simultaneously in both CN vs. DG and CN vs. HY pairwise comparisons. In particular, GO terms *structural constituent of ribosome*, *ribosome*, *translation*, *chromatin*, and *nucleosome assembly*, and KEGG pathway *ribosome* were all significantly enriched (FDR ≤0.05) with genes differentially expressed in fetal muscle between CN and the other two maternal diets. 

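The GO and KEGG annotation packages the paper used were not available. A set of ribosomal protein genes, written out by symbol before the counts were seen, was therefore tested at the paper's threshold by its test. Unlike in the paper, the background was the tested genes with a name, and the p-values of sets are given without adjustment. Of 11889 tested genes with a name, 980 (8.24%) passed FDR ≤0.20 between CN and DG, and 10 of the 47 ribosomal protein genes did (Fisher's exact test, p = 0.0043, odds ratio 3.03). Between CN and HY, 2119 genes (17.8%) passed, among them 18 of the 47 (Fisher's exact test, p = 0.000823, odds ratio 2.88). Blocked by replicate number, with the pairing taken from the labels, 8 and 18 passed (same-numbered pools correlated at −0.0458, others at 0.0175). At FDR ≤0.05 only 1 and 3 of the ribosomal protein genes passed, and leaving out single pools gave 1 to 16 and 8 to 21. Genes of this family have near-identical processed copies, so their individual values are uncertain. The paper reports terms of the ribosome, translation and chromatin as enriched in both comparisons. Of these, its Discussion describes the chromatin terms as altered in fetal muscle.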

We further characterized two relevant GO terms, *chromatin* and *ribosome*, in order to assess the general pattern of gene expression within these pathways. In the case of the GO term *chromatin*, the expression of eight of the nine significant genes was decreased in fetuses from CN-fed dams. 

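Only the 4 chromatin genes that the paper names could be followed here, since the members of the GO term are not in the files analysed here. H1FX, HIST2H2BE, MBD3 and SATB1 all had lower means in CN than in DG and HY, with log2 fold changes over CN from 0.4019 to 0.9292 for DG and from 0.5248 to 0.8838 for HY. The gene closest to the threshold was SATB1 (XLOC_002561, chromosome 1 from 273521291 to 273600112), with 17.88 ± 3.37 CPM in CN and 32.97 ± 11.0 in HY (SD, n = 4). Its log2 fold change was 0.8838 (standard error 0.239, FDR 0.0629 by edgeR's quasi-likelihood test). None of the 4 genes passed FDR ≤0.05 in either comparison. With the likelihood-ratio test 1 of them passed for DG and 2 for HY.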

On the other hand, 26 out of 36 differentially expressed genes in the GO term *ribosome* were up-regulated in the muscle of fetuses derived from CN dietary treatment. 

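Among the ribosomal protein genes at FDR ≤0.20, 8 of 10 were higher in CN than in DG and 15 of 18 were higher in CN than in HY. The direction was opposite to that of the other genes past the threshold, since 83.5% and 72.6% of all named genes at FDR ≤0.20 were lower in CN. RPL13A was an exception, lower in CN, with log2 fold changes over CN of 3.208 in DG and 2.024 in HY (FDR 0.00593 and 0.0245 by edgeR).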

Moreover, seven different KEGG pathways closely related to energetic metabolism, including *glycolysis and gluconeogenesis*, *citrate cycle*, *valine, leucine and isoleucine degradation*, *propanoate metabolism*, and *insulin signaling pathway*, showed significant enrichment (FDR ≤0.05) of differentially expressed genes between CN and HY diets (Table 3). 

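Of the energy pathways in Table 3, the citrate cycle, glycolysis and gluconeogenesis, and the degradation of valine, leucine and isoleucine were followed with gene lists written out by symbol before the counts were seen. At FDR ≤0.20 between CN and HY, 11 of 25 citrate cycle genes passed, against 17.8% of all 11889 named genes (Fisher's exact test, p = 0.00215, odds ratio 3.64). This test treats genes as independent and does not measure the spread between pools. Of 35 splits of the CN and HY pools, 2 gave at least 11 citrate cycle genes, the real one among them, and the largest number was 12. For glycolysis and gluconeogenesis 7 of 39 genes passed (Fisher's exact test, p = 1, odds ratio 1.01), and for the amino acid pathway 6 of 37 (Fisher's exact test, p = 1, odds ratio 0.892). Blocking by replicate number gave 10, 6 and 7 genes (muscle pools with the same number correlated at −0.0458, others at 0.0175). The stricter threshold of FDR ≤0.05 left 4, 1 and 0 genes. Propanoate metabolism, insulin signaling and the remaining pathways were not analysed here. The paper takes these enrichments as evidence that energetic metabolism differed between the CN and HY diets.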

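Of the set genes at FDR ≤0.20, 10 of 11 in the citrate cycle, 7 of 7 in glycolysis and gluconeogenesis and 6 of 6 in valine, leucine and isoleucine degradation were lower in CN than in HY. Among all 2119 named genes past the same threshold, 1539 (72.6%) were lower in CN. Without single pools in turn, the numbers of genes ranged from 5 to 14, from 4 to 15 and from 2 to 11.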

Notably, the expression of most genes within these pathways was decreased by maternal CN diet (Table 3).

**Table 3:** **KEGG pathways significantly enriched with differentially expressed genes (DEG) between CN and HY maternal diets in fetal longissimus dorsi muscle tissue**

KEGG term (ID)	No. genes	No. DEG (↑ HY)	***q*** -value
Glycolysis/Gluconeogenesis (00010)	32	10 (9)	0.050
Citrate cycle (TCA cycle) (00020)	23	10 (10)	0.018
Galactose metabolism (00052)	18	7 (7)	0.050
Valine, (iso)leucine degradation (00280)	32	14 (13)	0.001
Starch and sucrose metabolism (00500)	19	8 (8)	0.035
Propanoate metabolism (00640)	22	9 (8)	0.022
Ribosome (03010)	48	22 (3)	< 0.001
Insulin signaling pathway (04910)	104	25 (23)	0.035

Diets fed to dams: **CN** = limit-fed whole shell corn; HY = ad libitum fed alfalfa haylage.

### Differential gene expression in subcutaneous adipose tissue

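In subcutaneous adipose tissue, no gene passed FDR ≤0.05 in any comparison by edgeR's quasi-likelihood test (n = 4 pools per diet, 6705766 to 20272024 counts per pool). At FDR ≤0.20 the DG vs. HY comparison gave 1943 genes, CN vs. DG 0 and CN vs. HY 0. Of the alternatives, DESeq2 moved these numbers most, with 266 genes at FDR ≤0.05 for CN vs. DG, 926 for DG vs. HY and 0 for CN vs. HY. The paper reads the numbers in Figure 1C as a difference of the DG diet from the other two.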

Noticeable differences in gene expression in fetal subcutaneous adipose tissue were found between DG maternal dietary feed source and the other two maternal diets. Of the 17,449 genes evaluated for differential expression, a total of 745, 705 and 43 genes showed differential expression (FDR ≤0.05) between DG vs. CN, DG vs. HY, and CN vs. HY, respectively (Figure 1C). 

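For subcutaneous adipose tissue, 18008 of 34246 loci were tested, and 0 genes for CN vs. DG, 0 for DG vs. HY and 0 for CN vs. HY passed FDR ≤0.05. With the replicate numbers of the labels as a block, DG vs. HY gave 265 genes and the other comparisons 0. Pools with the same number deviated together somewhat in this tissue (mean correlation 0.191, against −0.0677 for different numbers). As such pools share no dam, the 265 genes do not come from a paired design. Skeletal muscle marker genes took 7.39% to 12.28% of counts in F2 pools and 0.1359% to 0.5027% in M1 pools. Ranges were wider in F1 (0.1144% to 13.01%) and M2 pools (1.454% to 9.699%). The likelihood-ratio test of edgeR gave 30, 259 and 0 genes. Leaving out one pool at a time left all fits at 0 genes, except DG vs. HY, where 579 genes passed without HY pool F2. This pool held 12.28% of its counts on skeletal muscle marker genes. The other HY pools held 0.1144% to 1.935% and the DG pools 0.1359% to 13.01%. Without HY F2 the diets thus also differ more in muscle RNA, and these genes cannot be credited to diet alone.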

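Direction was counted where genes passed a threshold. For DG vs. HY at FDR ≤0.20, 904 genes were higher in HY and 1039 were higher in DG in the main fit. The balance depended on the test, with 957 and 850 by edgeR's likelihood-ratio test and 1132 and 1762 with DESeq2. For CN vs. DG the main fit gave no gene even at FDR ≤0.20. With DESeq2, 1064 of 1660 genes at FDR ≤0.20 were higher in DG than in CN, and with edgeR's likelihood-ratio test 412 of 718.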

Most of the significant genes showed higher expression in fetuses derived from DG-fed dams compared with CN-fed dams, while similar proportion of highly and lowly expressed genes was found in the comparison between DG and HY diets (Figure 1C). Interestingly, only 43 genes showed differential expression at a FDR ≤0.05 between CN and HY dietary treatments indicating very similar pattern of overall gene expression (Figure 1C). 

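Between CN and HY, no gene passed FDR ≤0.05 or FDR ≤0.01 in the 8 subcutaneous pools, and none did under any alternative, the replicate block included (pairing check 0.191 for the same and −0.0677 for different numbers). Every fit without one of the 8 pools also gave 0 genes. The depth here ranged from 6705766 to 18220713 counts per pool.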

None of these 43 genes was significant at a FDR ≤0.01.

Among the differentially-expressed genes (FDR ≤0.05) in DG vs. CN and DG vs. HY, a total of 304 genes were detected in both pairwise comparisons (Figure 1D). 

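No gene was shared by CN vs. DG and DG vs. HY at FDR ≤0.05 in the main fit, as neither comparison gave a gene. DESeq2, which changed the result most, gave 174 shared genes and edgeR's likelihood-ratio test 20. Under the replicate block the overlap stayed at 0 (pools with the same label number correlated at 0.191, others at −0.0677), because CN vs. DG gave no gene.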

Many of these genes are closely related to embryonic and fetal development [e.g., angiomotin (*AMOT*), integrin, beta 6 (*ITGB6*), shisa family member 2 (*SHISA2*), SRY (sex determining region Y)-box 6 (*SOX6*), transforming growth factor, beta 2 (*TGFB2*), ubiquitin protein ligase E3 component n-recognin 3 (*UBR3*), WD and tetratricopeptide repeats 1 (*WDTC1*)], adipose tissue development [e.g., acetoacetyl-CoA synthetase (*AACS*), AT rich interactive domain 5B (MRF1-like) (*ARID5B*), patatin-like phospholipase domain containing 3 (*PNPLA3*)], cholesterol and fatty acid biosynthetic process [e.g., MLX interacting protein-like (*MLXIPL*), protein kinase, AMP-activated, alpha 2 catalytic subunit (*PRKAA2*), protein kinase, AMP-activated, beta 2 non-catalytic subunit (*PRKAB2*)], and metabolism of lipids and lipoproteins [e.g., angiopoietin-like 4 (*ANGPTL4*), cell death-inducing DFFA-like effector A (*CIDEA*), cell death-inducing DFFA-like effector C (*CIDEC*), carnitine palmitoyltransferase 1A (*CPT1A*), nuclear receptor subfamily 1, group D, member 2 (*NR1D2*), phospholipase A2, group VII (platelet-activating factor acetylhydrolase, plasma) (*PLA2G7*)]. 

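All 19 genes the paper names for this overlap were measured, and none passed FDR ≤0.05 in either comparison. NR1D2 (XLOC_021385, chromosome 26 from 40487127 to 40503568), a nuclear receptor, was at 6.13 ± 1.229 CPM in CN, 19.69 ± 8.772 in DG and 6.203 ± 1.152 in HY (SD, n = 4 pools). Its log2 fold change was 1.69 for DG over CN (standard error 0.305, FDR 0.257 by edgeR) and −1.663 for HY over DG (standard error 0.303, FDR 0.105 by edgeR). Every DG pool lay above every pool of the other diets (exact permutation test, p = 0.0286 for each). ARID5B (XLOC_020665, chromosome 25 from 17796368 to 17988978) had 50.03 ± 6.09, 94.14 ± 25.15 and 40.62 ± 10.43 CPM in CN, DG and HY, and its log2 fold change over CN was 0.9123 (standard error 0.224, FDR 0.257 by edgeR). For ITGB6 the spread was as large as the difference, with 44.71 ± 42.78 CPM in CN and 150.1 ± 99.99 in DG (exact permutation test of log2 CPM, p = 0.6). On the log2 scale, DG pool M1, at 1.329 CPM, weighs heavily in this p. The replicate block, paired by the labels (pairing check 0.191 for the same and −0.0677 for different numbers), raised the number of the 19 genes past FDR ≤0.05 for DG vs. HY to 7, and DESeq2 raised it to 9. For CN vs. DG, 4 of the 19 passed with DESeq2.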

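Of the 19 genes, 12 had a higher mean in DG than in both CN and HY, and 7 had a lower one. The 7 lower in DG were AACS, PNPLA3, MLXIPL, ANGPTL4, CIDEA, CIDEC and CPT1A. CIDEA (XLOC_019203, chromosome 23 from 43144949 to 43156110), a lipid droplet protein, was at 40.29 ± 28.01 CPM in CN, 16.05 ± 4.057 in DG and 51.8 ± 23.83 in HY (SD, n = 4). Its log2 fold changes were −1.333 for DG over CN (standard error 0.427, FDR 0.262 by edgeR) and 1.69 for HY over DG (standard error 0.43, FDR 0.117 by edgeR). The 7 developmental genes, AMOT to WDTC1, were all higher in DG, with log2 fold changes over CN from 0.9882 to 1.741. With the muscle marker covariate these fell to between 0.08318 and 1.43, most of all for ITGB6 (1.741 to 0.08318) and SHISA2 (1.482 to 0.3117), while UBR3 went from 0.9882 to 0.5385 and SOX6 from 1.124 to 0.6481. For HY over DG the covariate moved ITGB6 from −2.054 to −0.3275 and UBR3 from −1.083 to −0.4346. None of the 19 changed sign under an alternative.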

The majority of these genes showed higher expression in the fetuses derived from dams fed DG diet.

Gene set enrichment analysis was performed to further characterize the processes that could be regulated differentially in fetal subcutaneous fat due to maternal nutrition. Interestingly, we found three functional categories, GO terms *dephosphorylation*, *phosphatase activity*, and *phosphoric ester hydrolase activity* that were enriched (FDR ≤0.05) with significant genes detected in both pairwise comparisons involving DG maternal diet, i.e., DG vs. CN and DG vs. HY comparisons (Table 4). The majority of the genes in these pathways showed higher expression in fetuses from dams fed DG diet; this pattern is more noticeable in the GO term *dephosphorylation* (Table 4). Moreover, 10 different GO terms that belong to the biological process domain showed significant enrichment (FDR ≤0.05) of differentially expressed genes detected between DG and CN maternal diets (Figure 2A). These functional categories are mainly involved in embryo and fetal development (e.g., *tissue development*, *organ development*, *multicellular organismal development*) and ion transport (e.g., *cation transport*, *calcium ion transport*, *metal ion transport*). Remarkably, the expression of most of the genes in these pathways was increased by maternal DG dietary treatment (Figure 2A).

**Table 4:** **Gene Ontology terms significantly enriched with differentially expressed genes (DEG) between DG and CN or HY maternal diets in fetal subcutaneous adipose tissue**

GO term	DG vs CN			DG vs HY		
	No. genes	No. DEG (↑ DG)	q-value	No. genes	No. DEG (↑ DG)	q-value
Dephosphorylation (0016311)	106	24 (21)	0.025	108	29 (21)	0.035
Phosphatase activity (0016791)	156	29 (18)	0.050	160	36 (21)	0.030
Phosphoric Ester Hydrolase Activity (0042578)	199	36 (25)	0.043	205	46 (27)	0.008

Diets fed to dams: HY = ad libitum fed alfalfa haylage; CN = limit-fed whole shell corn; DG = limit-fed corn dried distiller’s grains.

**Figure 2:**
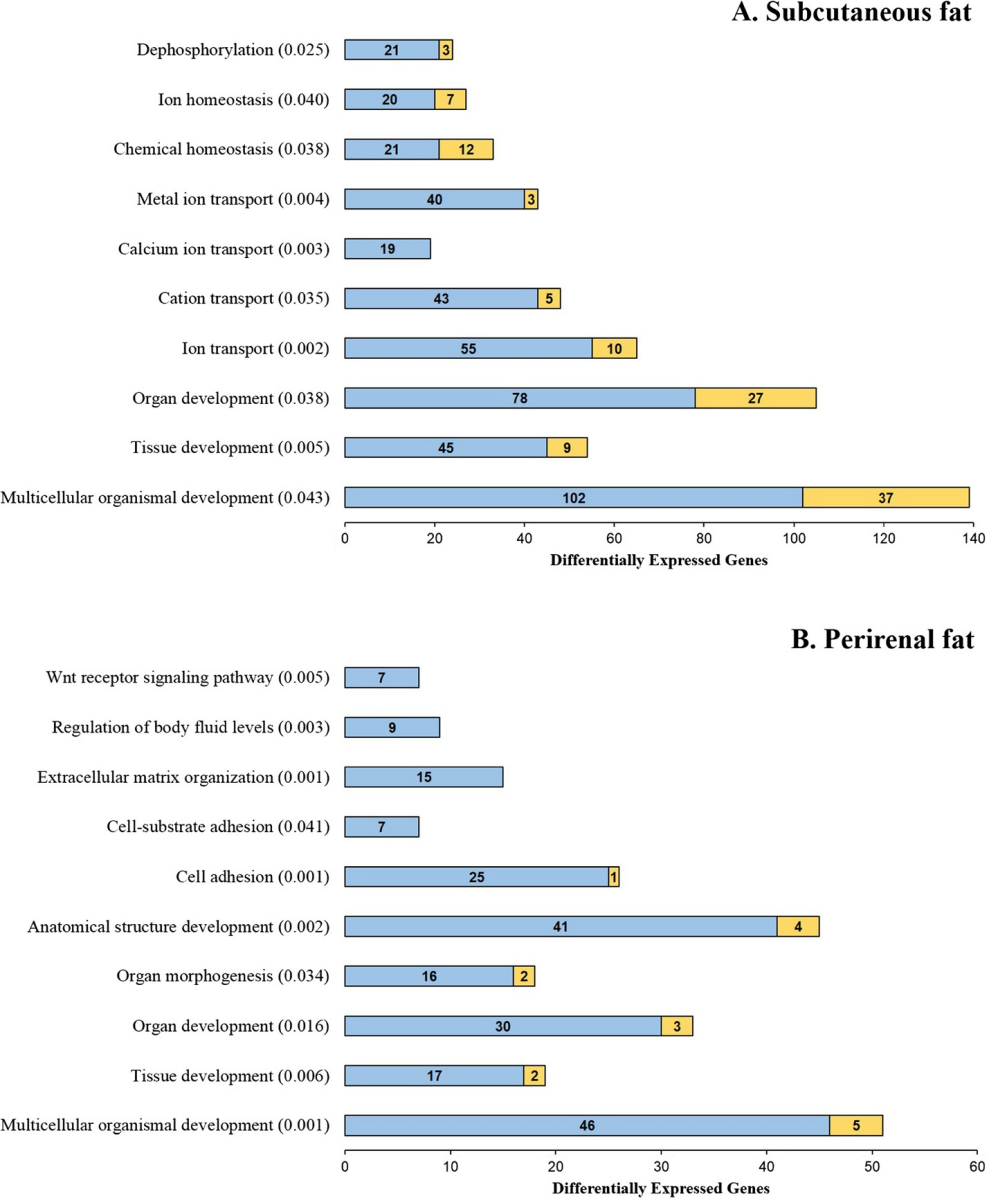
**Gene Ontology biological process terms significantly enriched with differentially expressed genes between DG and CN maternal diets in fetal subcutaneous adipose tissue (A) and fetal perirenal adipose tissue (B).** The graphs show the number of differentially expressed genes per each significant functional category (*q*-values). Genes up-regulated in DG diet are in blue while genes up-regulated in CN diet are in yellow.

### Differential gene expression in perirenal adipose tissue

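In perirenal adipose tissue, 18246 of 35060 loci passed the filter on low counts. The 12 pools held 7802700 to 15913813 counts, with a median of 10776612, the lowest of the 3 tissues.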

A total of 18,310 genes were evaluated for differential expression between maternal diets in fetal perirenal adipose tissue. Among the genes analyzed, 208, 109 and 27 genes showed differential expression (FDR ≤0.05) between DG vs. CN, DG vs. HY, and CN vs. HY, respectively (Figure 1E). 

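At FDR ≤0.05, 21 of 18246 genes differed between CN and DG by edgeR's quasi-likelihood test, and 0 between DG and HY and 0 between CN and HY (n = 4 pools per diet). With replicate number as a block, CN vs. DG also gave 0 genes; the pairing comes from the labels, and perirenal pools with the same number correlated at 0.0546, others at −0.0181. Leaving out one pool gave between 0 and 78 genes for CN vs. DG. The test used mattered most, as 200, 47 and 1 genes passed with edgeR's likelihood-ratio test and 272, 99 and 2 with DESeq2. Of the genes picked by size of change among those with completely separated pools, FBLN2 (XLOC_014099, chromosome 19 from 58162479 to 58180790), which encodes an extracellular matrix protein, rose from 6.086 ± 1.489 CPM in CN to 23.18 ± 9.926 in DG (SD, n = 4), a log2 fold change of 1.922 (standard error 0.327, FDR 0.0474 by edgeR). WDR90 (XLOC_020105, chromosome 24 from 489842 to 511494) had a log2 fold change of 1.339 (standard error 0.199, FDR 0.0381 by edgeR). NPDC1, on an unplaced scaffold, had one of 1.488 (standard error 0.257, FDR 0.0474 by edgeR).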

Marked differences were found only between DG and CN maternal diets; none of the other two pairwise comparisons detected significant genes at FDR ≤0.01. 

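Neither CN vs. HY nor DG vs. HY gave a gene at FDR ≤0.01 or at FDR ≤0.05 in the main fit, and the replicate block left both at 0 (pairing check 0.0546 for the same and −0.0181 for different numbers). CN vs. DG gave 341 genes at FDR ≤0.20 and none at FDR ≤0.01. DESeq2 moved the DG vs. HY result furthest, to 33 genes at FDR ≤0.01, while CN vs. HY reached 1. From the numbers at the stricter threshold, the paper concludes that only DG and CN differed markedly in this tissue.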

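All 21 genes at FDR ≤0.05 between CN and DG were higher in DG. At FDR ≤0.20, 305 of 341 were higher in DG and 36 were higher in CN. The likelihood-ratio test of edgeR, with more genes at this threshold, gave 489 of 569 higher in DG.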

Most of the significant genes showed higher expression in fetuses derived from dams fed DG diet.

We further characterized the 208 genes that showed differential expression (FDR ≤0.05) between DG and CN maternal dietary feed sources. Many of these genes are associated with embryo and fetal development [e.g., integrin, beta 4 (*ITGB4*), latent transforming growth factor beta binding protein 4 (*LTBP4*), methyl-CpG binding domain protein 3 (*MBD3*), retinol binding protein 4 (*RBP4*), secreted frizzled-related protein 5 (*SFRP5*)], adipogenesis [e.g., CCAAT/enhancer binding protein (C/EBP), beta (*CEBPB*), delta-like 1 homolog (Drosophila) (*DLK1*), lamin A/C (*LMNA*)], and lipid metabolic process [e.g., acetyl-CoA acyltransferase 1 (*ACAA1*), apolipoprotein D (*APOD*), apolipoprotein E (*APOE*), low density lipoprotein receptor-related protein 1 (*LRP1*), prostaglandin I2 (prostacyclin) synthase (*PTGIS*)]. 

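These 13 genes were all measured in perirenal adipose tissue, and none reached FDR ≤0.05 in the main fit. MBD3 (XLOC_027630, chromosome 5 from 41350398 to 41362091) came closest, with 33.5 ± 5.675 CPM in CN and 62.53 ± 10.93 in DG (SD, n = 4) and a log2 fold change of 0.8997 (standard error 0.165, FDR 0.0532 by edgeR). LTBP4 (XLOC_008394, chromosome 14 from 49041926 to 49070158) had 48.81 ± 5.873 and 95.14 ± 11.6 CPM, a log2 fold change of 0.9623 (standard error 0.179, FDR 0.0543 by edgeR). RBP4 went from 8.096 ± 5.112 to 17.97 ± 10.05 CPM, with pools of the diets overlapping (exact permutation test of log2 CPM, p = 0.171). Under the likelihood-ratio test 6 of the 13 genes passed FDR ≤0.05, as did 6 under DESeq2, and none passed with replicate number as a block (pairing check 0.0546 for the same and −0.0181 for different numbers).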

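All 13 genes had a higher mean in DG than in CN, with log2 fold changes from 0.4244 for ACAA1 to 2.139 for CEBPB (standard error 0.487, FDR 0.109 by edgeR). For 6 genes every DG pool lay above every CN pool (exact permutation test, p = 0.0286 for each). Leaving out single pools moved the log2 fold change of CEBPB between 1.646 and 2.356. The paper reasons from the named genes that maternal DG diet raised expression of genes of development, adipogenesis and lipid metabolism in this depot.

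**Figure D3:**
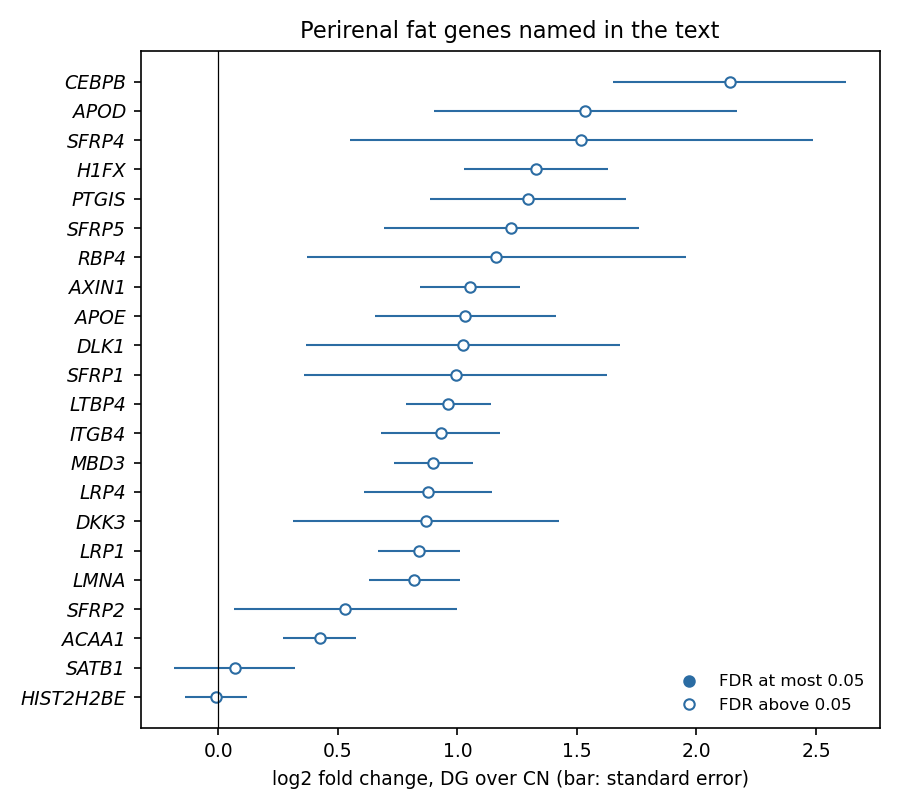
log2 fold change of DG over CN (horizontal axis) of 22 genes in perirenal adipose tissue, the 13 listed here and 9 of the Wnt and chromatin terms named elsewhere in the paper, with bars for the standard error; open points have FDR above 0.05 by edgeR. Points run from −0.01049 for HIST2H2BE to 2.139 for CEBPB, and none is filled.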

All these genes were up-regulated in the perirenal adipose tissue of fetuses derived from dams fed the DG diet (FDR ≤0.05).

Gene set enrichment analysis revealed 10 GO terms from the biological process domain significantly enriched with genes differentially expressed between DG and CN maternal diets (Figure 2B). These GO terms are closely related to fetal development (e.g., *tissue development*, *organ development*, *anatomical structure development*), cellular adhesion (e.g., *cell adhesion*, *cell-substrate adhesion*) and Wnt signaling pathway. The expression of most genes in these functional categories was increased by maternal DG diet (Figure 2B). Interestingly, many of these significant GO terms, especially those related to tissue and organ development, were also enriched with significant genes detected between DG and CN maternal diets in fetal subcutaneous fat tissue.

### Validation of overall gene expression

To validate genes found to be significant in the RNA-Seq analysis, four differentially expressed genes detected in fetal subcutaneous adipose tissue (*ANKRD1*, *KREMEN1*, *MURC*, and *SYNPO2L*) were selected and their expression was assessed using qRT-PCR. RNA-Seq analysis revealed higher expression of these four genes in subcutaneous fat in fetuses derived from DG-fed dams compared with fetuses from CN-fed dams. 

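Of the 4 genes, KREMEN1, MURC and SYNPO2L have a locus by that name in the subcutaneous files, and no locus is named ANKRD1. KREMEN1 (XLOC_011605, chromosome 17 from 67965592 to 67999531), a receptor of Wnt antagonists, had 5.53 ± 5.095 CPM in CN and 44.12 ± 34.5 in DG (SD, n = 4 pools), a log2 fold change of 2.956 (standard error 1.01, FDR 0.274 by edgeR). MURC (XLOC_015145, chromosome 2 from 22436352 to 22447063), a caveolar protein of muscle cells, had 6.876 ± 3.693 and 57.89 ± 47.1 CPM, a log2 fold change of 3.06 (standard error 1.25, FDR 0.312 by edgeR). SYNPO2L (XLOC_010773, chromosome 16 from 7986542 to 7989083), a protein of the sarcomere, had 2.966 ± 2.648 and 28.62 ± 21.47 CPM, a log2 fold change of 3.191 (standard error 1.48, FDR 0.343 by edgeR). The DG pools were uneven, and pool M1 had 4.652, 1.519 and 0.1899 CPM of the 3 genes, within or below the range of CN. By exact permutation test of log2 CPM, p was 0.0571, 0.171 and 0.229. With the mean level of skeletal muscle marker genes in each pool as a covariate, the log2 fold changes were 2.104, 1.567 and 1.498, the largest shift for MURC and SYNPO2L. That of KREMEN1 moved most without 1 CN pool, to 3.834. With the replicate block, the pairing being taken from the labels (pairing check 0.191 for the same and −0.0677 for different numbers), the FDR was 0.187, 0.29 and 0.248 by edgeR. The paper chose these genes, as differing between the diets, for measurement by qRT-PCR, which is not in the files analysed here.

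**Figure D4:**
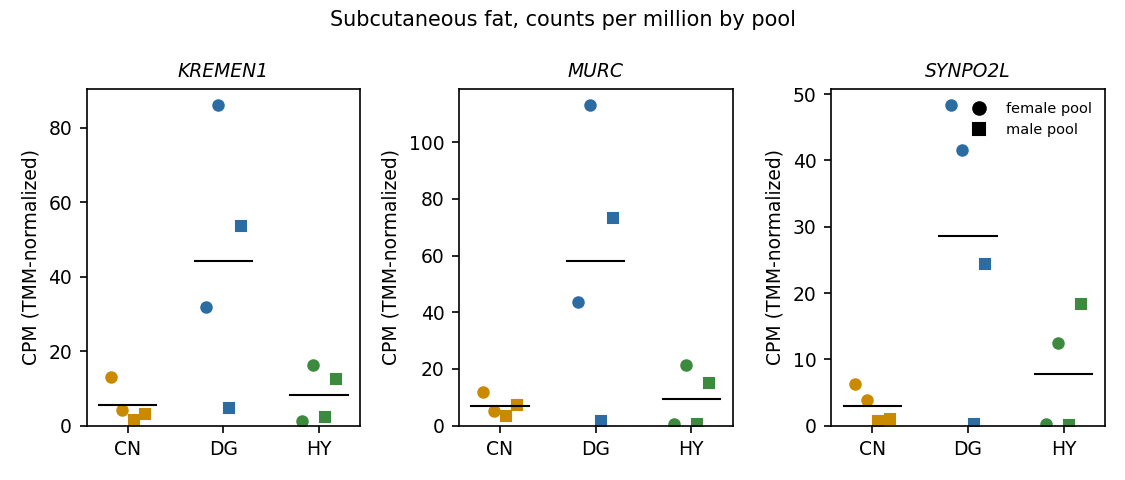
TMM-normalized CPM (vertical axes) of KREMEN1, MURC and SYNPO2L in each subcutaneous pool by maternal diet, with circles for female and squares for male pools and lines for diet means. In DG, 3 pools lie well above CN, while male pool M1 is at 4.652, 1.519 and 0.1899 CPM.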

Figure 3 displays the fold differences in gene expression measured by both RNA-Seq and qRT-PCR. The four genes showed similar patterns of mRNA abundance with both methods (Figure 3).

**Figure 3:**
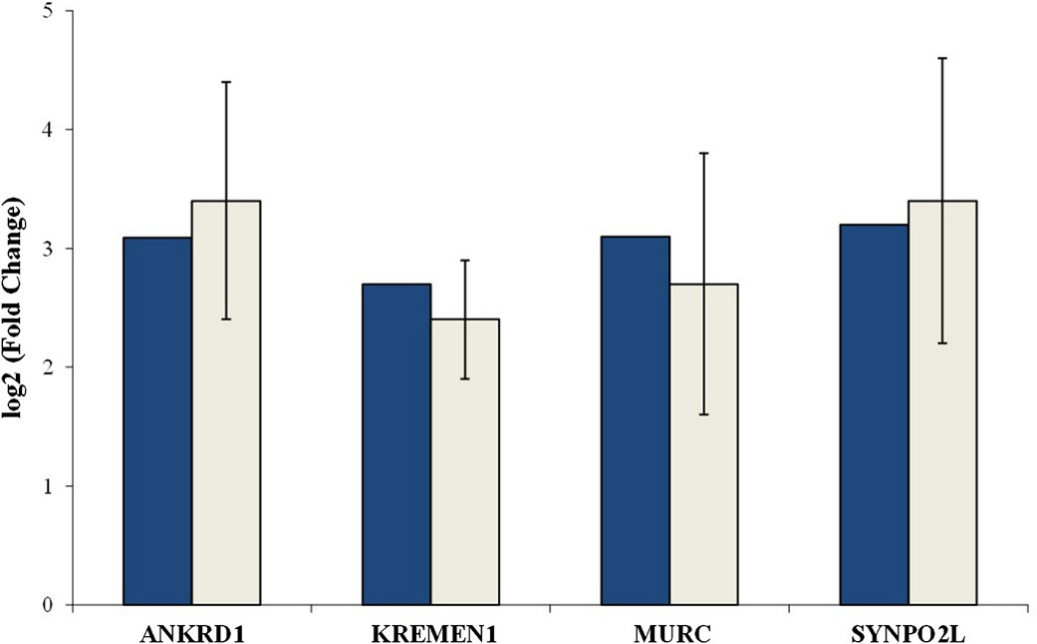
**Fold changes of four differentially expressed genes measured by RNA-Seq (blue) versus qRT-PCR (light grey).** The four genes show higher expression in subcutaneous fat in fetuses from DG diet compared with CN maternal diet.

## Discussion

There is growing evidence that nutritional perturbations during different stages of pregnancy can modify the fetal development of skeletal muscle and adipose tissues, which in turn could have important implications in food animal production [9, 21, 27, 43, 44]. The present study was specifically designed to determine whether maternal diets differing in feed source and nutritive components during mid-to-late gestation impacts the transcriptome of fetal muscle and adipose tissues in sheep. Maternal diets, formulated to provide isoenergetic intakes, differed in the primary feed energy source. More specifically, for ewes fed HY, the energy source was primarily fiber while energy source for ewes fed CN was primarily starch, and for ewes fed DG, energy came from the combination of fiber, fat, and protein thus impacting the substrate supply to the fetus. Additionally, maternal diets differed in protein and fat content. Dams consuming the CN diet had a lower protein intake than dams consuming DG and HY diets, whereas dam consuming the DG diet had higher fat intake than dams consuming CN and HY feedstuffs (see Table 1). Remarkably, these prepartum diets caused notable changes in gene expression in fetal longissimus dorsi muscle, subcutaneous, and perirenal adipose tissues. 

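Whether a diet acted differently in 2 tissues was tested directly, in a fit of all 36 libraries with the 12 pools as a block and 13283 genes joined by name. The change from CN to DG differed between muscle and subcutaneous adipose tissue for 0 genes at FDR ≤0.05, and between muscle and perirenal adipose tissue for 0 genes. For the change from CN to HY both numbers were also 0, as they were for DG to HY. Between the adipose depots, the change from CN to DG differed for 3 genes and that from DG to HY for 831. Without the block, whose pairing of tissues comes from the pool labels, the muscle and subcutaneous comparison gave 3 genes for CN to DG and 64 for DG to HY. The likelihood-ratio test, with the block, gave 9 and 242. Leaving out single pools shifted the numbers most, with 0 to 566 genes for DG to HY between muscle and subcutaneous adipose tissue and 0 to 1869 between the adipose depots. Within tissues, CN vs. DG gave 188 genes at FDR ≤0.05 in muscle, 0 in subcutaneous and 21 in perirenal adipose tissue. The paper concludes that CN acted mainly on the development of fetal muscle and DG mainly on that of the adipose depots.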

In particular, maternal CN diet mainly impacted fetal muscle development while the DG diet mainly affected the development of fetal adipose depots. Hence, our findings support the idea that maternal nutrition during mid-to-late gestation can impact the programing of fetal muscle and fat tissues in sheep.

### Maternal nutrition impacts fetal tissue development including myogenesis and adipogenesis

Remarkable gene expression differences in longissimus dorsi muscle were found between fetuses from CN-fed dams and fetuses from either DG-fed or HY-fed dams (Figure 1A-B). Many of the most significantly altered genes are associated with skeletal muscle development. For instance, *MYOD1* encodes a nuclear protein that belongs to the myogenic basic helix-loop-helix transcription factor family, and plays key roles in skeletal muscle cell specification and differentiation [45]. *ANKRD1*, a member of the muscle ankyrin repeat protein family, is a transcription factor involved in the signaling cascade during myogenic differentiation, myofibrillar assembly, and muscle remodeling [46]. *HIRA* is a replication-independent histone chaperone that is linked to transcription and various developmental processes, including the activation of relevant genes during skeletal myogenesis [47]. *BCL9* is an essential component of canonical Wnt signaling cascade that mediates myogenic differentiation during muscle development and regeneration [48]. 

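HIRA (XLOC_012024, chromosome 17 from 71830583 to 71874348), a histone chaperone, had 4.687 ± 0.755 CPM in CN, 9.653 ± 1.708 in DG and 10.12 ± 1.492 in HY muscle (SD, n = 4 pools). Its log2 fold changes over CN were 1.037 (standard error 0.182, FDR 0.0182 by edgeR) and 1.108 (standard error 0.183, FDR 0.0123 by edgeR). MYOD1 (XLOC_010224, chromosome 15 from 34370527 to 34371122), a transcription factor of myogenesis, had 0.9741 ± 0.6206, 3.458 ± 0.5501 and 3.376 ± 0.2555 CPM, which rest on only 393 counts over the 8 CN and DG pools. Its log2 fold changes were 1.836 (standard error 0.32, FDR 0.0176 by edgeR) and 1.801 (standard error 0.321, FDR 0.0151 by edgeR). BCL9L (XLOC_010190, chromosome 15 from 28981913 to 28992197), a cofactor of Wnt signaling, had log2 fold changes of 1.506 and 1.379 (standard error 0.243 for both, FDR 0.0142 and 0.0149 by edgeR). In all 3 genes every DG and HY pool lay above every CN pool (exact permutation test, p = 0.0286 for each comparison). With the replicate block, FDR for MYOD1 was 0.0343 and 0.028 by edgeR (pairing check −0.0458 for the same and 0.0175 for different numbers). MYOD1 moved most without single pools, from 1.664 to 2.35 for DG. No locus is named ANKRD1. From the lower expression of these and other genes under CN, the paper proposes that this diet altered myogenesis.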

Importantly, the expression of all these genes was decreased in fetuses derived from dams fed the CN diet. In addition, relevant genes associated with muscle myosin complex and sarcomere organization also showed differential gene expression due to CN maternal diet. For instance, *NRAP* is a muscle-specific scaffolding protein that is involved in myofibril assembly and sarcomere organization [49]. *PARVB* is localized at regions of the sarcolemma in skeletal muscle and plays both physical and signaling roles in muscle cells [50]. *TCAP* is a key component of the Z-disk in striated and cardiac muscle and has a relevant role in sarcomere assembly and integrity [51]. *SYNPO2L* is another component of the Z-disk with important roles in heart and skeletal muscle function and development [52]. 

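NRAP (XLOC_019037, chromosome 22 from 33012947 to 33096896), which encodes a protein of myofibril assembly, had 460.4 ± 96.04 CPM in CN, 699.7 ± 164.5 in DG and 1014 ± 183.5 in HY muscle (SD, n = 4 pools). Its log2 fold change was 0.6038 for DG (standard error 0.2, FDR 0.17 by edgeR) and 1.138 for HY (standard error 0.202, FDR 0.0151 by edgeR). PARVB reached 0.6904 and 0.8462 (standard errors 0.187 and 0.188), with an FDR of 0.0965 and 0.0341 by edgeR. SYNPO2L reached 1.081 and 1.47 (standard errors 0.304 and 0.306), with an FDR of 0.108 and 0.0262 by edgeR. TCAP, at a locus it shares with PNMT and STARD3, differed least, at 0.3432 and 0.2899 (standard error 0.159 for both, FDR 0.304 and 0.326 by edgeR). By the replicate block, SYNPO2L and NRAP kept an FDR of 0.0279 and 0.0243 for HY by edgeR while PARVB rose to 0.058 (pairing check −0.0458 for the same and 0.0175 for different numbers). The log2 fold change of SYNPO2L moved most, up to 1.856 for HY without 1 pool. From these and other genes, the paper proposes that the CN diet altered the formation of myofibrils and the organization of the sarcomere.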

These genes were also down-regulated in the muscle of fetuses derived from CN-fed dams. Overall, these results suggest that a prepartum maternal CN diet, i.e., starch-based diet, altered myogenesis, myofibrillogenesis and sarcomere organization in fetal longissimus dorsi muscle. Crude protein intake of ewes fed CN was less than that for ewes fed DG and HY. Interestingly, previous studies have shown that low protein maternal diets, compared against high protein diets fed at isocaloric intakes, adversely affected myogenesis, muscle differentiation, and muscle fiber number in newborn and fattening piglets [53, 54]. Although it seems that a high-starch maternal diet during pregnancy does not affect muscle weights in sheep progeny at birth [31], the possible effect of this diet on morphological and histological parameters of the muscle remains unknown and warrants future studies.

Fetal adipose tissues also showed notable gene expression changes due to different maternal dietary treatments (Figure 1C-F). Among the most significant genes, many are closely related to adipose tissue development. For instance, *ARID5B*, a member of the AT-rich interaction domain family of DNA binding proteins, regulates the transcription of key genes involved in adipogenesis, including adipogenic transcription factors C/EBPα, and PPARγ [55]. *CEBPB*, a member of CCAAT/enhancer binding protein family, encodes a transcription factor whose expression is induced directly by adipogenic hormones, and which plays essential early catalytic roles in the adipocyte differentiation program [56]. *LMNA* encodes an intermediate filament protein localized in the nuclear lamina and has crucial roles in early post-natal differentiation and maturation of adipose tissue [57]. All these genes showed higher expression in fat tissues from fetuses derived from DG-fed dams. 

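ARID5B was tested in subcutaneous adipose tissue, where it had 94.14 ± 25.15 CPM in DG against 50.03 ± 6.09 in CN and 40.62 ± 10.43 in HY (SD, n = 4 pools). Every DG pool lay above every other pool (exact permutation test, p = 0.0286 for each comparison), and the FDR by edgeR was 0.257 and 0.105. For CN vs. DG, ARID5B had an FDR of 0.153 with the replicate block and 0.0836 by edgeR's likelihood-ratio test. For DG vs. HY it passed FDR ≤0.05 in both, at 0.0411 and 0.006. In perirenal adipose tissue, CEBPB (XLOC_007235, chromosome 13 from 77752053 to 77755971) had 0.8521 ± 0.2303 CPM in CN and 3.846 ± 2.436 in DG, on 196 counts over the 8 pools. LMNA (XLOC_000561, chromosome 1 from 104711157 to 104730055) had 28.76 ± 5.93 and 50.79 ± 7.337 CPM, a log2 fold change of 0.8188 (standard error 0.19, FDR 0.112 by edgeR). Both separated all DG from all CN pools (exact permutation test, p = 0.0286 for each). The test changed the calls most, with an FDR of 0.00882 for CEBPB and 0.0177 for LMNA by edgeR's likelihood-ratio test. With the replicate block they were 0.203 and 0.164 by edgeR (pairing check 0.0546 for the same and −0.0181 for different numbers). The paper proposes that these genes link the DG diet to adipogenesis.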

In addition, gene set enrichment analysis revealed that GO functional categories related to tissue development and organogenesis, such as *tissue development*, *organ development*, and *multicellular organismal development*, were significantly enriched with differentially expressed genes (Figure 2). These gene expression changes were more pronounced between DG and CN diets, and in general, genes in these GO terms showed higher expression in fetuses derived from DG-fed dams. It is important to note that dams consuming the DG prepartum diet had greater protein and fat intake than dams consuming the CN diet, and hence our findings suggest that prepartum diets with greater fat and protein content may alter fetal adipogenesis and tissue development. Previous studies have investigated the impact that different prepartum diets have on fetal adipose tissues. Larson et al. [17] have shown that maternal protein supplementation during late gestation increased overall percentage of body fat in steer progeny. Similarly, Underwood et al. [58] have shown that a low protein maternal diet negatively impact subcutaneous adipose tissue deposition in beef. In contrast, Rehfeldt et al. [53] reported that either high or low protein maternal diets, fed at isocaloric intakes during pregnancy, reduced both subcutaneous and perirenal fat content in newborn piglets. Furthermore, there is evidence that ingestion of a high-fat diet during pregnancy induced hypertrophy and hyperplasia of fetal adipose tissue [59]. Interestingly, Radunz et al. [15] have shown that a prepartum diet based on dried distillers grains, similar to our DG maternal diet, tended to increase overall internal fat, including perirenal fat, in sheep progeny.

Of particular interest, the term *Wnt receptor signaling pathway* showed an overrepresentation of significant genes in fetal perirenal fat tissue (Figure 2B). The seven genes that revealed differential expression were up-regulated in fetuses from DG-fed dams. 

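All 7 genes had a higher mean in DG than in CN perirenal pools, with log2 fold changes from 0.5316 for SFRP2 to 1.518 for SFRP4, and none passed FDR ≤0.05 by edgeR's quasi-likelihood test. AXIN1 (XLOC_020514, chromosome 24 from 236699 to 272301) had 2.799 ± 0.386 CPM in CN and 5.856 ± 0.9272 in DG (SD, n = 4), a log2 fold change of 1.053 (standard error 0.209, FDR 0.0636 by edgeR). LRP1 (XLOC_024152, chromosome 3 from 162123757 to 162196045) had 62.84 ± 6.395 and 112.4 ± 21.49 CPM, a log2 fold change of 0.8395 (standard error 0.171, FDR 0.0737 by edgeR). LRP4 had one of 0.8769 (standard error 0.269, FDR 0.234 by edgeR). For these 3 genes all DG pools exceeded all CN pools (exact permutation test, p = 0.0286 for each). DKK3, SFRP1, SFRP2 and SFRP4 varied more between pools than between diets, and SFRP1 had 10.66 ± 1.99 and 21.21 ± 15.94 CPM (exact permutation test of log2 CPM, p = 0.8). On the log2 scale, DG pool M2, at 1.87 CPM of SFRP1, weighs heavily in this p. With edgeR's likelihood-ratio test AXIN1 and LRP1 passed, at an FDR of 0.00697 and 0.00327. The replicate block gave 0.126 and 0.155 by edgeR for them (pairing check 0.0546 for the same and −0.0181 for different numbers).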

Interestingly, these seven genes, *AXIN1*, *DKK3*, *LRP1*, *LRP4*, *SFRP1*, *SFRP2*, and *SFRP4*, are all negative regulators of the Wnt receptor signaling pathway [60, 61]. It is well established that the Wnt receptor signaling pathway inhibits adipogenesis and hence the repression of this pathway is crucial for adipocyte differentiation and fat tissue development [61, 62]. Therefore, these findings provide further evidence of the potential impact of a DG maternal diet on fetal adipose tissue development.

### Maternal nutrition alters metabolic processes in fetal tissues

Prepartum maternal diets impacted the energetic metabolism of fetal muscle. These changes were more marked between fetuses from CN-fed dams vs. HY-fed dams, i.e., starch-based vs. fiber-based maternal diets. Several genes involved in energetic metabolism, including those implicated in *glycolysis and gluconeogenesis*, *citrate cycle*, and *valine, leucine and isoleucine degradation*, were down-regulated by maternal CN diet (Table 3). Similarly, a recent study has shown that a low protein prepartum diet compared against a high protein control diet when fed at isoenergetic intake in mice, caused downregulation of several pathways related to energetic metabolism processes including glycolysis, citrate cycle, and amino acid degradation, in skeletal muscle in newborn offspring [63]. Additionally, fetuses derived from HY-fed dams showed increased expression of genes involved in *propanoate metabolism* and *insulin signaling pathway* (Table 3). Overall, these findings show that prepartum maternal isoenergetic diets, differing in the primary feed source, alter the energetic metabolism of fetal muscle.

Maternal dietary treatments also perturbed different biological and molecular processes in fetal adipose tissues. For instance, in subcutaneous adipose tissue, three functional categories closely related to metabolism of phosphate anhydrides and esters showed overrepresentation of differentially expressed genes (Table 4). GO terms *dephosphorylation*, *phosphatase activity*, and *phosphoric ester hydrolase activity* were mainly enriched with genes that showed significant higher expression in fetuses derived from DG-fed dams. Many relevant biochemical reactions in adipose tissue, including the formation of acyl CoA during the synthesis of fatty acids, involved phosphate anhydrides and esters. Other important processes, such as *ion transport* in subcutaneous fat depot and *cell adhesion* in perirenal fat tissue, were also altered by prepartum maternal diets, showing an up-regulation of gene expression induced by a DG diet (Figure 2). It is well documented that each fat depot has its own particular features, including differences in growth, cellularity and metabolism [64]. This may explain why maternal DG diet altered mainly metabolism processes in subcutaneous fat while it affected mainly cellularity and tissue integrity in perirenal fat depot.

### Potential mechanisms underlying the observed transcriptomic changes

There is growing evidence that maternal nutrition can induce epigenetic alterations to change gene expression in the fetal genome, such as DNA methylation or histone modifications including methylation, acetylation, and phosphorylation [65]. These modifications depend on the availability of key compounds, such as methyl donors, supplied by different amino acids and vitamins present in the maternal diet. Indeed, this link between maternal nutrition and subsequent modification of gene expression in the fetal genome is one of the important molecular mechanisms proposed to explain the phenomenon of fetal programming [65–68]. We have recently reported that maternal DG and HY diets were associated with altered DNA methylation and expression of the imprinted genes *IGF2R* and *H19* in fetal sheep tissues compared to maternal CN diet [32]. Interestingly, while DNA methylation at the gene promoter suppressed expression, gene body methylation was positively associated with gene expression [32]. Here, two functional terms related to chromatin biology and epigenetics, *chromatin* and *nucleosome assembly*, were altered in fetal muscle showing significantly lower expression in fetuses from CN-fed dams. 

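In subcutaneous adipose tissue, SATB1 had 6.008 ± 2.038 CPM in CN and 22.31 ± 11.71 in DG (SD, n = 4 pools), a log2 fold change of 1.877 (standard error 0.565, FDR 0.257 by edgeR). HIST2H2BE had one of 1.069 (standard error 0.346, FDR 0.264 by edgeR) and MBD3 one of 1.215 (standard error 0.708, FDR 0.41 by edgeR). H1FX did not differ, at 2.885 ± 4.327 and 2.938 ± 3.765 CPM (log2 fold change −0.0138, standard error 1.06, FDR 0.996 by edgeR). In perirenal adipose tissue, MBD3 and H1FX were higher in all DG than in all CN pools (exact permutation test, p = 0.0286 for each), with log2 fold changes of 0.8997 and 1.328 (FDR 0.0532 and 0.109 by edgeR). HIST2H2BE and SATB1 did not differ there, with −0.01049 and 0.06826 (standard errors 0.131 and 0.253). The subcutaneous CN vs DG H1FX log2 fold change was the least stable, from −1.375 to 1.995 across the fits without one pool and 0.1922 with replicate number as a block (pairing check 0.191 for the same and −0.0677 for different numbers). The paper describes these genes as lower in CN in adipose tissues too. It considers changes of chromatin marks by maternal diet likely, without having measured them.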

Many genes from these pathways, such as *H1FX*, *HIST2H2BE*, *MBD3*, and *SATB1*, were also differentially expressed in fetal adipose tissues, showing lower expression in fetuses from maternal CN diet. Of special interest is *MBD3*, an essential member of the nucleosome remodeling and deacetylation (NuRD) complex, a multi-functional complex which has key roles in chromatin remodeling during development [69]. *MBD3* is associated with sites in the genome with activated genes, i.e., sites devoid of methylated CpG islands and with chromatin modifications that are characteristic of an active chromatin state [70]. Although DNA methylation or histone modifications were not directly evaluated in our experiment, it seems likely that maternal diets altered chromatin marks of key regions of DNA and these changes probably underlie the transcriptomic changes observed in fetal tissues.

## Conclusions

The present study has characterized the effects of different maternal feed sources during mid-to-late gestation on the transcriptome of fetal tissues in sheep. These prepartum maternal diets caused notable gene expression changes in fetal adipose and muscle tissues. In particular, a maternal starch-based diet mainly altered fetal muscle development while a maternal diet with high fiber, protein, and fat concentrations mainly impacted fetal subcutaneous and perirenal adipose tissues. These findings provide evidence that maternal nutrition during mid-to-late gestation can perturb the programming of fetal muscle and fat tissues in sheep, which in turn may have important implications in food animal production. Determination of the potential effects of these maternal diets on epigenetic modifications in the fetal genome from these tissues is needed in future studies. In sum, the functional ramifications of the observed changes in gene expression, in terms of postnatal growth, body composition, and meat quality of the offspring, also warrant future investigation.

## Electronic supplementary material

Additional file 1: **Description of the pools in terms of number of fetuses and their dams.**

Additional file 2: **Summary of sequencing read alignments to the reference genome.**

# Supplementary material for: Maternal nutrition induces gene expression changes in fetal muscle and adipose tissues in sheep
**Source:** BMC Genomics. 2014 Nov 28;15(1):1034. doi: 10.1186/1471-2164-15-1034
**Supplement:** Supplementary file 1 — Additional file 1: Description of the pools in terms of number of fetuses and their dams.

**Additional File 1. Description of the pools in terms of number of fetuses and their dams**

| **Sex** | **CN** | | **HY** | | **DG** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | ***Pool 1*** | ***Pool 2*** | ***Pool 1*** | ***Pool 2*** | ***Pool 1*** | ***Pool 2*** |
| **Female** | 6397 A | 8458 A | 7343 B | 6385 A | 5399 B | 7348 B |
|  | 5393 A |  | 8330 A | 7343 A | 8325 A | 8569 A |
|  | ***Pool 1*** | ***Pool 2*** | ***Pool 1*** | ***Pool 2*** | ***Pool 1*** | ***Pool 2*** |
| **Male** | 8382 C | 5393 B | 8330 B | 6385 B | 5399 A | 7348 A |
|  | 7307 A | 8382 B | 7321 A | 7490 A | 8348 B | 8348 A |
|  | 7307 B | 8382 A | 7321 B |  |  |  |

Diets: **CN** = limit-fed whole shell corn; **HY** = ad libitum fed alfalfa haylage; **DG** = limit-fed corn dried distillers grains. Numbers represent dams and letters represent offspring for a given dam (e.g., A and B means twins from a given dam). A total of 26 fetuses were removed from 15 different dams.

# Supplementary material for: Maternal nutrition induces gene expression changes in fetal muscle and adipose tissues in sheep
**Source:** BMC Genomics. 2014 Nov 28;15(1):1034. doi: 10.1186/1471-2164-15-1034
**Supplement:** Supplementary file 2 — Additional file 2: Summary of sequencing read alignments to the reference genome.

**Additional File 2. Summary of sequencing read alignments to the reference genome**

**1. Longissimus dorsi muscle tissue**

| **Tissue** | **Diet** | **Sample** | **Total Reads** | **Mapped Reads** | **% Mapped** |
| --- | --- | --- | --- | --- | --- |
| Muscle | CN | F1 | 30,466,627 | 25,282,917 | 83.0 |
| Muscle | CN | F2 | 31,717,064 | 27,022,652 | 85.2 |
| Muscle | CN | M1 | 24,798,496 | 20,982,466 | 84.6 |
| Muscle | CN | M2 | 28,393,680 | 22,361,396 | 78.8 |
| Muscle | DG | F1 | 35,125,090 | 29,278,564 | 83.4 |
| Muscle | DG | F2 | 39,418,267 | `32,758,516 | 83.1 |
| Muscle | DG | M1 | 32,211,325 | 26,681,957 | 82.8 |
| Muscle | DG | M2 | 46,662,154 | 39,892,555 | 85.5 |
| Muscle | HY | F1 | 35,507,864 | 29,588,600 | 83.3 |
| Muscle | HY | F2 | 35,967,553 | 30,557,635 | 85 |
| Muscle | HY | M1 | 32,752,897 | 27,583,039 | 84.2 |
| Muscle | HY | M2 | 31,268,268 | 25,976,151 | 83.1 |

**CN** = limit-fed whole shell corn; **HY** = ad libitum fed alfalfa haylage; **DG** = limit-fed corn dried distillers grains

**2. Subcutaneous adipose depot tissue**

| **Tissue** | **Diet** | **Sample** | **Total Reads** | **Mapped Reads** | **% Mapped** |
| --- | --- | --- | --- | --- | --- |
| Subcutaneous fat | CN | F1 | 35,004,292 | 30,019,366 | 85.8 |
| Subcutaneous fat | CN | F2 | 36,589,297 | 31,794,827 | 86.9 |
| Subcutaneous fat | CN | M1 | 29,224,628 | 24,048,684 | 82.3 |
| Subcutaneous fat | CN | M2 | 23,362,669 | 19,136,134 | 81.9 |
| Subcutaneous fat | DG | F1 | 34,918,074 | 29,719,260 | 85.1 |
| Subcutaneous fat | DG | F2 | 28,745,771 | 25,468,326 | 88.6 |
| Subcutaneous fat | DG | M1 | 25,297,981 | 20,601,607 | 81.4 |
| Subcutaneous fat | DG | M2 | 30,724,288 | 24,896,029 | 81.0 |
| Subcutaneous fat | HY | F1 | 30,005,651 | 22,573,636 | 75.2 |
| Subcutaneous fat | HY | F2 | 35,169,747 | 29,708,215 | 84.5 |
| Subcutaneous fat | HY | M1 | 37,031,027 | 30,017,133 | 81.1 |
| Subcutaneous fat | HY | M2 | 33,120,661 | 27,596,913 | 83.3 |

**CN** = limit-fed whole shell corn; **HY** = ad libitum fed alfalfa haylage; **DG** = limit-fed corn dried distillers grains

**3. Perirenal adipose depot tissue**

| **Tissue** | **Diet** | **Sample** | **Total Reads** | **Mapped Reads** | **% Mapped** |
| --- | --- | --- | --- | --- | --- |
| Perirenal Fat | CN | F1 | 37,998,816 | 31,745,141 | 83.5 |
| Perirenal Fat | CN | F2 | 36,354,523 | 30,398,882 | 83.6 |
| Perirenal Fat | CN | M1 | 32,483,262 | 26,973,062 | 83.0 |
| Perirenal Fat | CN | M2 | 34,939,612 | 29,907,057 | 85.6 |
| Perirenal Fat | DG | F1 | 34,980,968 | 30,693,978 | 87.7 |
| Perirenal Fat | DG | F2 | 29,048,137 | 24,699,070 | 85.0 |
| Perirenal Fat | DG | M1 | 28,302,684 | 23,792,194 | 84.1 |
| Perirenal Fat | DG | M2 | 36,750,270 | 30,769,811 | 83.7 |
| Perirenal Fat | HY | F1 | 30,570,877 | 26,901,241 | 88.0 |
| Perirenal Fat | HY | F2 | 27,606,470 | 23,819,576 | 86.3 |
| Perirenal Fat | HY | M1 | 36,592,206 | 31,910,603 | 87.2 |
| Perirenal Fat | HY | M2 | 31,322,311 | 25,827,367 | 82.5 |

**CN** = limit-fed whole shell corn; **HY** = ad libitum fed alfalfa haylage; **DG** = limit-fed corn dried distillers grains

How the deposited data were processed for this re-analysis (not part of the article)

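RNA from longissimus dorsi muscle, subcutaneous adipose tissue and perirenal adipose tissue of sheep fetuses was sequenced as 36 pooled libraries, 4 per tissue and maternal diet (HY, CN and DG). The authors aligned single-end reads to Oar_v3.1 with TopHat v2.0.4, allowing at most 2 mismatches and at most 40 locations per read. They then assembled transcripts with Cufflinks v2.1.1 and merged them with the annotation by cuffmerge, separately for each tissue. The values the authors deposited are read counts per merged locus, 1 file per library, without normalization. The tool that made these counts and the treatment of multi-mapped reads in them are not stated in the paper. The files were checked to hold whole numbers that sum to a different total in each library. Loci are numbered separately in each tissue, so tissues were joined by gene name.

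Total counts per library ranged from 6705766 to 29625146, with a median of 14406914. Loci with low counts were removed with filterByExpr of edgeR 4.0.16, grouped by diet, with a minimum count of 10 and a minimum total of 15. This left 18573 loci in muscle, 18008 in subcutaneous and 18246 in perirenal adipose tissue. Counts were scaled with TMM, and dispersions were estimated from all 12 pools of a tissue. Each pair of diets was compared by the quasi-likelihood F test with robust estimation, and p-values were adjusted by the Benjamini-Hochberg method. Thresholds were FDR ≤0.05 for gene counts, with FDR ≤0.01 beside it, and FDR ≤0.20 for gene sets, as in the paper. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic of the same fit. They are approximate and unreliable for genes with almost no counts in a tissue. SDs of CPM are between pools. Single genes were also compared by exact permutation of the 8 pools of 2 diets, where the smallest possible p is 0.029. These permutation tests used log2 CPM, while the means and SDs beside them are of CPM.

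Genes named in the text are all genes the paper names in the tissue and comparison for which it names them. Chromatin genes named for adipose tissues without a depot were taken in both depots, for CN vs. DG. Added to these, for each comparison, are the 3 genes with the largest change among those past FDR ≤0.05 with a gene symbol, a mean of at least 50 counts and complete separation of the pools. This rule and the gene lists were written before the files arrived. Sets of ribosomal protein, citrate cycle, glycolysis and gluconeogenesis, and branched-chain amino acid degradation genes were written out by symbol and tested by Fisher's exact test against all 11889 tested genes with a name. The pools were taken from the list in Additional file 1, and the read numbers from Additional file 2. Differences of diet effects between tissues were tested in 1 fit of all 36 libraries with pool as a block and 13283 genes. Female and male pools were compared with diet in the model.

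Alternatives tried were RLE size factors, no filter on low counts, edgeR's likelihood-ratio test, DESeq2 1.42.0, replicate number as a block, the 8 pools of the compared diets only, and each pool left out in turn. For gene sets a threshold of FDR ≤0.05 was tried, and for subcutaneous adipose tissue the level of skeletal muscle marker genes as a covariate and the removal of muscle-enriched genes. Muscle-enriched genes were those with at least 10 times the CPM in muscle than in perirenal adipose tissue, after adding 0.1 CPM to each (774 of 21766 genes). Only genes named in both tissues were classed, so muscle genes without a perirenal name, such as MURC, were left out. Thinning all libraries of a tissue to the same total was added after the data were seen. Every number of genes was also recomputed for other splits of the pools into groups of the same sizes: all 35 splits of 8 pools, 100 drawn partitions for shared genes, 100 of 108 relabellings of sex within diets, and 22 drawn splits for the differences between tissues, a number set by computing time.

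The scripts were tested on simulated data with 200 changed genes at a log2 fold change of 2. Counts were drawn from muscle means with the same dispersion of 0.05 for every gene, and changed genes had a mean of at least 50. The larger spread of the subcutaneous pools and shared dams were not simulated, so the rates below need not hold for the real data. Of these genes, 99.5% to 100% were recovered. False calls were 2.9% of the genes called by the quasi-likelihood test, 4.3% by the likelihood-ratio test, 13% by DESeq2 and 3.8% with the replicate block. For the differences between tissues they were 6.1% and 7%. Other software was R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Corrections for GC content and gene length were left out because no genome sequence or gene models were at hand. The GO terms and the other KEGG pathways were left out because their gene annotation was not available. The qRT-PCR measurements and the alignments are not in the files analysed here.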

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

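In groups of 4 pools, a pool was flagged when its gap to the nearest pool, divided by the range of the group, exceeded Dixon's 95% limit for 4 values. Of 210 groups tested, 13 were flagged, and 10.5 would be by chance alone. Of the 13 flags, 8 fell on the same pool, subcutaneous DG M1. The ratios there were 0.97 for ITGB6 (log2 CPM 0.5675 against 7.518 to 7.736 in the other DG pools), 0.98 for SHISA2 (3.903 against 8.146 to 8.232), 0.927 for SOX6, 0.836 for UBR3, 0.857 for PRKAA2, 0.862 for SYNPO2L and 0.859 for SATB1. The mean level of skeletal muscle marker genes was flagged in the same pool, with a ratio of 0.844 (5.404 against 11.4 to 12.51). One candidate explanation is skeletal muscle RNA in the other pools, from muscle attached to the dissected tissue. Of the 7 named genes, 4 were at least 10 times higher in muscle than in perirenal adipose tissue (ITGB6, SHISA2, SOX6 and SYNPO2L), while UBR3, PRKAA2 and SATB1 were 2.64, 5.7 and 6.66 times higher. This prediction was made only after the flags were seen. Muscle RNA thus remains as an explanation for this pool, and an effect of diet is not one, as all 4 pools had the same diet. A library batch or a difference among the fetuses of the pool was not tested, since the labels give no batch.

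The remaining flags were spread over tissues. In muscle DG pools they were NRAP in F1 (ratio 0.941, log2 CPM 8.825 against 9.587 to 9.635), HIST2H2BE in F1 (0.89, 6.984 against 7.419 to 7.473) and SATB1 in M1 (0.932, 5.368 against 4.621 to 4.672). In perirenal pools they were ITGB4 in DG M2 (0.911, 4.639 against 5.599 to 5.692) and DKK3 in CN M1 (0.853, 3.389 against 4.087 to 4.207). These 5 flags are fewer than the 10.5 that chance gives, and no explanation was tested for them.

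The share of counts on skeletal muscle marker genes, which the paper does not report for adipose tissue, was between 0.1144% and 13.01% in subcutaneous pools, against 15.0% to 18.5% in muscle and at most 0.0897% in perirenal pools. The level of these genes followed the first principal component of the 12 subcutaneous pools, which held 50% of the variance. Pearson r was 0.966 (permutation test, p = 1e-05) and Spearman rho 0.965 (permutation test, p = 1e-05), both the smallest p that 100000 permutations can give, and r was 0.979 without the 2 farthest pools. This was the 1 relation computed, and no batches are given within which to repeat it. The component includes the marker genes themselves, so some relation is built in. Marker levels did not separate the diets (exact permutation test, p = 0.571 for CN vs. DG, 0.6 for CN vs. HY and 0.4 for DG vs. HY). Muscle attached to the tissue is a candidate source of this RNA, and 4 of the 7 genes low in pool DG M1 were also muscle-enriched genes. Muscle-like cells within the depot were not separated from this explanation, and no biological one was tested.

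The change from CN to DG differed between subcutaneous and perirenal adipose tissue for 3 genes at FDR ≤0.05, PALD1 (log2 difference −1.473), RPN1 (−1.049) and a gene without a symbol (1.426). As many genes were found in 3 of 22 splits of the pools, so this number is within what other groupings of the pools give. For the change from DG to HY the depots differed for 831 genes, 532 with a positive and 299 with a negative difference, and only 1 of the 22 splits, the real one, gave as many. Among these were genes named in the paper, with log2 differences of 1.393 for ACAA1 (standard error 0.321), −1.817 for AMOT (0.486), 1.973 for ANGPTL4 (0.417), 3.515 for CEBPB (1.05), 2.0 for CIDEA (0.485), 1.898 for ITGB4 (0.383), 1.401 for LTBP4 (0.387), −1.266 for PRKAB2 (0.328) and −2.054 for SATB1 (0.588). Skeletal muscle RNA was weighed as an explanation. Muscle-enriched genes made up 0.481% of the 831 genes against 6.14% of the other tested genes. This test has little power, since these genes are by definition scarce in perirenal pools, where a difference between depots is poorly estimated (standard error 7.12 for SYNPO2L). It also does not address a dilution of adipose genes by muscle RNA, so muscle RNA remains possible as an explanation. The number is fragile. Leaving out single pools gave between 0 and 1869 genes, with 0 for any of 4 of the 8 pools. GC content, gene length and library batches were not tested, so the pattern cannot be told apart from these or from muscle RNA.

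The paper pooled fetuses by sex and does not report on sex. Between female and male pools, 3 loci differed in perirenal adipose tissue at FDR ≤0.05, and only 1 of 100 relabellings of sex within diets, the real one, gave as many. They were both loci of XIST (log2 fold change −8.305 and −9.046 in males, lower in 6 of 6 male pools) and GPR143 (4.227, higher in 6 of 6 male pools). In muscle and subcutaneous adipose tissue 0 genes passed, a result that 100 of 100 relabellings reached in each.

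In those tissues some male pools carried XIST, which females express. Muscle pool DG M2 had 314.3 CPM, 20.4% of the mean in female pools of the other diets, subcutaneous pool HY M1 302.6 CPM (35.0%) and subcutaneous pool HY M2 247.8 CPM (28.6%). The other male pools of these tissues reached at most 17.42 CPM. Spill-over of reads at an even rate would give all male pools similar levels, but the highest of the 18 male pools was 46.1 times their median. This ratio restates the pattern that raised the question, and spill-over limited to some libraries was not tested. A second explanation is that RNA of female fetuses entered pools marked male. GPR143, which is higher in males, reached 1.82 CPM in the female muscle pool DG F2, where the female pools of the other diets reached at most 0.2579. In the subcutaneous HY pools F1 and F2 it reached 4.04 and 1.36 CPM, with at most 0.384 in other female pools. An exchange would also lower GPR143 in the male pools. Muscle DG M2 had 4.759 CPM, the lowest of the muscle male pools. Subcutaneous HY M1 and M2 had 7.825 and 8.347 CPM, against 3.823 to 8.158 in the other male pools of this tissue. The subcutaneous male pools thus showed no such drop. The predictions for spill-over and for female RNA were made only after the XIST values were seen. An exchange of RNA between female and male pools of the same diet may therefore be present in muscle DG and subcutaneous HY, and perirenal pools showed no such sign. A swap of a fetus within a diet would leave the comparisons of diets with the same fetuses, while the replicate block would be affected. No biological explanation was tested.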

How the results depend on the processing

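The alternatives were chosen before the processed files arrived, except for equal depth, the thinning of all libraries of a tissue to the same total, which was chosen after seeing the data. Of 32 headline results, 3 were unchanged under every alternative: subcutaneous CN vs. HY at FDR ≤0.05 and at FDR ≤0.01, and the difference between muscle and perirenal adipose tissue in the change from DG to HY, all with 0 genes. Of 170 headline values under alternatives other than leaving out pools, 107 stayed within 1.5 times the main number, 15 were lower and 48 higher.

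The test changed most of the numbers of genes. With the likelihood-ratio test, the muscle comparisons CN vs. DG, CN vs. HY and DG vs. HY gave 621, 1158 and 3 genes (1 for DG vs. HY at FDR ≤0.01), with 445 shared. Subcutaneous CN vs. DG and DG vs. HY gave 30 and 259, with 20 shared. Perirenal CN vs. DG, CN vs. HY and DG vs. HY gave 200, 1 and 47 (the latter pair 1 and 9 at FDR ≤0.01). Female vs. male gave 12, 59 and 50 genes in muscle, subcutaneous and perirenal adipose tissue. Differences between tissues in the change from CN to DG were 9 for muscle against subcutaneous, 1 for muscle against perirenal and 14 for subcutaneous against perirenal. For CN to HY they were 2 and 2 for muscle against subcutaneous and against perirenal, and for DG to HY 242 for muscle against subcutaneous. With DESeq2, the muscle comparisons gave 709, 1417 and 2 genes (1 for DG vs. HY at FDR ≤0.01), with 521 shared and 16 ribosomal protein genes for CN vs. DG. Subcutaneous CN vs. DG and DG vs. HY gave 266 and 926, with 174 shared. Perirenal comparisons gave 272, 2 and 99 genes (1 and 33 for CN vs. HY and DG vs. HY at FDR ≤0.01), and female vs. male gave 12, 138 and 48. Both tests treat the estimated spread as known, which the quasi-likelihood test does not, and this may explain the larger numbers with 4 pools per diet. On data simulated from muscle means, false calls were 2.9% with the quasi-likelihood test, 4.3% with the likelihood-ratio test and 13% with DESeq2. The simulation gave every gene the same dispersion of 0.05, so these rates need not hold for the real pools.

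The replicate block gave 255 genes for muscle CN vs. HY, 102 shared genes in muscle, 0 genes for perirenal CN vs. DG and 265 for subcutaneous DG vs. HY. It uses up 3 degrees of freedom, which may explain the lower numbers, and removes differences between numbered pools and sexes, which may explain the higher one. Without this block, differences between tissues were 3 genes for CN to DG in muscle against subcutaneous, 1 in subcutaneous against perirenal, and 64 for DG to HY in muscle against subcutaneous. Fitting the compared diets only gave 9 genes for muscle CN vs. DG, 1 for muscle DG vs. HY, 9 shared in muscle and 6 for perirenal CN vs. DG; the spread is then estimated from 8 pools rather than 12, which may explain the loss.

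RLE normalization gave 5 genes for perirenal CN vs. DG and equal depth gave 11. Without the low-count filter perirenal CN vs. DG gave 35 genes, female vs. male 1 in muscle and 10 in perirenal adipose tissue. Without it, 1 gene differed between muscle and subcutaneous for CN to DG, and the interaction DG vs HY subcutaneous against perirenal genes at FDR 0.05 numbered 515; more tests change the adjustment. The muscle marker covariate gave 30 genes for subcutaneous CN vs. DG, where it may remove spread due to muscle RNA. The stricter FDR 0.05 for sets left 1 and 3 ribosomal protein genes (CN vs. DG and CN vs. HY), and 4 citrate cycle, 1 glycolysis and gluconeogenesis and 0 branched-chain amino acid degradation genes.

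Leaving out single pools also changed many results. Across the 8 fits that each left out one pool, muscle CN vs. DG ranged from 22 to 339 genes, CN vs. HY from 39 to 1275 and DG vs. HY from 0 to 1, and shared genes from 21 to 311 (12 fits). Subcutaneous CN vs. DG and CN vs. HY stayed at 0 to 0, DG vs. HY ranged from 0 to 579 and shared genes were 0 to 0. Perirenal CN vs. DG ranged from 0 to 78, CN vs. HY from 0 to 1 and DG vs. HY from 0 to 1. All results at FDR ≤0.01 with 0 genes stayed at 0 to 0. Ribosomal protein genes ranged from 1 to 16 (CN vs. DG) and from 8 to 21 (CN vs. HY), citrate cycle genes from 5 to 14, glycolysis and gluconeogenesis genes from 4 to 15 and branched-chain amino acid degradation genes from 2 to 11. Differences between muscle and subcutaneous ranged from 0 to 5 (CN to DG), 0 to 1 (CN to HY) and 0 to 566 (DG to HY), between muscle and perirenal from 0 to 0 throughout, and between subcutaneous and perirenal from 0 to 37, 0 to 27 and 0 to 1869. Female vs. male ranged from 0 to 3 in muscle, 0 to 0 in subcutaneous and 3 to 13 in perirenal adipose tissue (12 fits each). In the muscle comparisons with CN the highest numbers came without CN pool F2, the only pool of 1 fetus. Of 276 headline values without one pool, 196 stayed within 1.5 times the main number, 55 were lower and 25 higher.

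Among the 116 named gene comparisons, reversals fell on 3 values near 0. The subcutaneous CN vs DG H1FX log2 fold change of −0.0138 became 0.01297 with RLE normalization, 0.06712 without the filter, 0.01549 with the likelihood-ratio test, 0.1922 with the replicate block, 0.0422 with DESeq2 and 0.006804 with the compared diets only, and ranged from −1.375 to 1.995 without single pools. HIST2H2BE in perirenal pools (−0.01049) ranged from −0.09417 to 0.07568 and SATB1 in perirenal pools (0.06826) from −0.06573 to 0.308. Of 779 other values of named genes under alternatives, 24 fell below and 60 rose past the threshold, and of 928 values without one pool 95 and 13 did.

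Corrections for GC content and for gene length, and the replicate block with a GC correction, were not run because no genome sequence or gene models were used here. For genes it removes, the setting that leaves out muscle-enriched genes gives no value. The depth of 6705766 to 29625146 counts per library limits genes at low level; MYOD1 in muscle rests on 393 counts and CEBPB in perirenal adipose tissue on 196 counts over 8 pools. Whether the number of pools, 4 per diet, or the depth does more to limit how many genes pass a threshold was not tested.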

Differences from the paper's values

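A gap is called closed where a number came within 1.5 times the paper's, in either direction. For muscle CN vs. HY the paper's number of genes at FDR ≤0.05 is 823, and 500 were found here. Of the alternatives set before the files arrived, only the likelihood-ratio test closed the gap by this rule, with 1158, which overshoots the paper's number. For muscle DG vs. HY the paper's number is 29 against 0 here, and none of the alternatives set before the files arrived closed the gap.

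For subcutaneous CN vs. DG the paper's number is 745 against 0 here. None of the alternatives set before the files arrived closed the gap, the nearest being DESeq2 with 266. For DG vs. HY the paper's number is 705 against 0 here, and DESeq2 (926) and the fit without HY replicate F2 (579) closed the gap. The other alternatives, among them the replicate block (265) and the likelihood-ratio test (259), did not. HY F2 held far more skeletal muscle marker than the other HY pools. The fit without HY F2 therefore also separates the diets more by muscle RNA. For CN vs. HY the paper's number is 43 against 0 here, and no alternative closed the gap. The paper's number of genes shared by the DG comparisons is 304 against 0 here, with 174 under DESeq2 the nearest and none closing the gap. Fig. 1C, read by eye, shows about 570 genes higher in DG than in CN, against 0 here and 202 with DESeq2, and none of the alternatives closed the gap.

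For perirenal CN vs. DG the paper's number is 208 against 21 here; the likelihood-ratio test (200) and DESeq2 (272) closed the gap and the others did not. Fig. 1E, read by eye, shows about 160 of these higher in DG, against 21 here, 178 with the likelihood-ratio test and 239 with DESeq2, which both closed the gap. For DG vs. HY the paper's number is 109 against 0 here, and DESeq2 (99) alone closed the gap. For CN vs. HY it is 27 against 0 here, and none of the alternatives closed the gap.

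For branched-chain amino acid degradation in muscle, CN vs. HY at FDR ≤0.20, the paper's number of genes is 14 against 6 here, with gene lists that are not the same. Only the fit without CN replicate F2 (11) closed the gap. The paper's number of these higher in HY is 13 against 6 here, and DESeq2 (9) and the fit without CN replicate F2 (11) closed the gap. Equal depth, chosen after seeing the data, closed none of these gaps.

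The paper lists its named muscle genes as lower in CN than in both other diets. ANKRD11, MBD3, SGCA, TRIM72 and TCAP passed FDR ≤0.05 in neither comparison here, and MYH13, NRAP, PARVB and SYNPO2L passed only between CN and HY, while all had lower means in CN. The chromatin genes H1FX, HIST2H2BE and SATB1 also passed in neither comparison in muscle. It states that most of the shared subcutaneous genes rose in DG. Of 19 named genes none passed FDR ≤0.05 here. In direction, 12 had a higher mean in DG, also a majority. The other 7, AACS, PNPLA3, MLXIPL, ANGPTL4, CIDEA, CIDEC and CPT1A, had a lower mean in DG. None of the 13 genes listed for perirenal adipose tissue and none of the 7 Wnt genes passed FDR ≤0.05 here, while all had a higher mean in DG. The paper describes chromatin genes as less expressed in CN in adipose tissues too, without naming the depot of each. Here the log2 fold change of DG over CN was −0.0138 for H1FX in subcutaneous, and −0.01049 for HIST2H2BE and 0.06826 for SATB1 in perirenal adipose tissue.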

Other observations

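Each number of genes was compared with other splits of the same pools. For muscle CN vs. DG (188 genes) and CN vs. HY (500 genes), 1 of the 35 splits of the 8 pools, the real one, gave as many genes, and for the 157 shared genes 1 of 100 partitions did. For perirenal CN vs. DG (21 genes) it was 1 of 35. Ribosomal protein genes reached their number in 1 of 35 splits for each comparison, and citrate cycle, glycolysis and gluconeogenesis, and branched-chain amino acid degradation genes in 2 of 35 each. Every result with 0 genes was reached by all splits, as it must be: 35 of 35 for muscle DG vs. HY, all subcutaneous comparisons, perirenal CN vs. HY and DG vs. HY, and the results at FDR ≤0.01, 100 of 100 for shared subcutaneous genes, and 22 of 22 for differences between tissues with 0 genes.

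CN muscle libraries held fewer counts than the others, so library size was weighed as an explanation for the muscle results, with a prediction made only after these were seen. With all libraries thinned to the same total, 181 genes differed for CN vs. DG and 473 for CN vs. HY, against 188 and 500 at full depth, so library size is an unlikely cause. GC content, gene length bias and the lower share of mapped reads that was counted in CN muscle pools were not tested. Dams shared between pools of the same diet may also add to the difference between diets. The pattern cannot be told apart from these.

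Skeletal muscle RNA in subcutaneous pools was proposed as an explanation for diet differences there, with predictions made before the results were seen. As the main fit gave no genes, the test used genes of the likelihood-ratio test that were higher in DG. Muscle-enriched genes made up 9.09% of them for CN vs. DG (2 of 22 genes, against 3.5% of other genes; Fisher's exact test, p = 0.18) and 9.71% for DG vs. HY (10 of 103, against 3.47%; Fisher's exact test, p = 0.00333). At FDR ≤0.20 the main fit gave 1039 genes higher in DG than in HY. Of these, 4.14% were muscle-enriched, against 3.47% of other genes (Fisher's exact test, p = 0.258). Of the 904 genes higher in HY, 0.442% were, against 3.67% (Fisher's exact test, p = 6.41e-10). Most genes in these lists were thus not muscle-enriched, and no difference in marker level between diets was detected. The test leaves undecided whether muscle RNA adds to these lists.

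For the 3 genes chosen for qRT-PCR, the log2 fold change of DG over CN with the marker level as a covariate was 2.104 for KREMEN1 (2.956 without it), 1.567 for MURC (3.06) and 1.498 for SYNPO2L (3.191). Only SYNPO2L fell below 0.5 of its main value, the limit set beforehand. MURC had 336.41 CPM in muscle, and no perirenal locus carries its name, so its perirenal level is not known. KREMEN1 had 104.8 CPM in muscle and 1.304 CPM in perirenal pools. Muscle RNA may account for part of the change in all 3, and the cause of the remainder was not tested.

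Of the 35 splits of the DG and HY subcutaneous pools, the one that put the 4 pools with most muscle marker (DG F1, F2, M2 and HY F2) against the other 4 gave 3416 genes at FDR ≤0.05, the most of all. For CN vs. DG and CN vs. HY the matching splits gave 0 genes, where other splits gave up to 343 and 4. These groups were defined from the data and are not conditions.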
